# Unravelling cysteine-deficiency-associated rapid weight loss

**DOI:** 10.1038/s41586-025-08996-y

**Published:** 2025-05-21

**Authors:** Alan Varghese, Ivan Gusarov, Begoña Gamallo-Lana, Daria Dolgonos, Yatin Mankan, Ilya Shamovsky, Mydia Phan, Rebecca Jones, Maria Gomez-Jenkins, Eileen White, Rui Wang, Drew R. Jones, Thales Papagiannakopoulos, Michael E. Pacold, Adam C. Mar, Dan R. Littman, Evgeny Nudler

**Keywords:** Fat metabolism, Mitochondria, Metabolomics

## Abstract

Around 40% of the US population and 1 in 6 individuals worldwide have obesity, with the incidence surging globally^1,2^. Various dietary interventions, including carbohydrate, fat and, more recently, amino acid restriction, have been explored to combat this epidemic^3–6^. Here we investigated the impact of removing individual amino acids on the weight profiles of mice. We show that conditional cysteine restriction resulted in the most substantial weight loss when compared to essential amino acid restriction, amounting to 30% within 1 week, which was readily reversed. We found that cysteine deficiency activated the integrated stress response and oxidative stress response, which amplify each other, leading to the induction of GDF15 and FGF21, partly explaining the phenotype^7–9^. Notably, we observed lower levels of tissue coenzyme A (CoA), which has been considered to be extremely stable^10^, resulting in reduced mitochondrial functionality and metabolic rewiring. This results in energetically inefficient anaerobic glycolysis and defective tricarboxylic acid cycle, with sustained urinary excretion of pyruvate, orotate, citrate, α-ketoglutarate, nitrogen-rich compounds and amino acids. In summary, our investigation reveals that cysteine restriction, by depleting GSH and CoA, exerts a maximal impact on weight loss, metabolism and stress signalling compared with other amino acid restrictions. These findings suggest strategies for addressing a range of metabolic diseases and the growing obesity crisis.

## Abstract (web summary)

Conditional cysteine restriction in mice causes substantial weight loss, exceeding that seen with essential amino acid restriction, by activating the integrated stress and oxidative stress responses, and by unexpectedly depleting coenzyme A, leading to metabolic inefficiency.

## Main

The pioneering work of William C. Rose in 1937 revealed nine essential amino acids (EAAs): histidine, isoleucine, leucine, lysine, methionine, phenylalanine, threonine, tryptophan and valine^11^. Notably, cysteine is also essential in animals with mutations in either cystathionine γ-lyase (CSE, also known as CTH and CGL) or cystathionine β-synthase (CBS), enzymes of the *trans*-sulfuration pathway^12,13^ (Fig. 1a). Extensive research has examined the effects of removing individual EAAs, shedding light on their roles in metabolism, energy expenditure and weight and fat loss^14–18^.

**Fig. 1:**
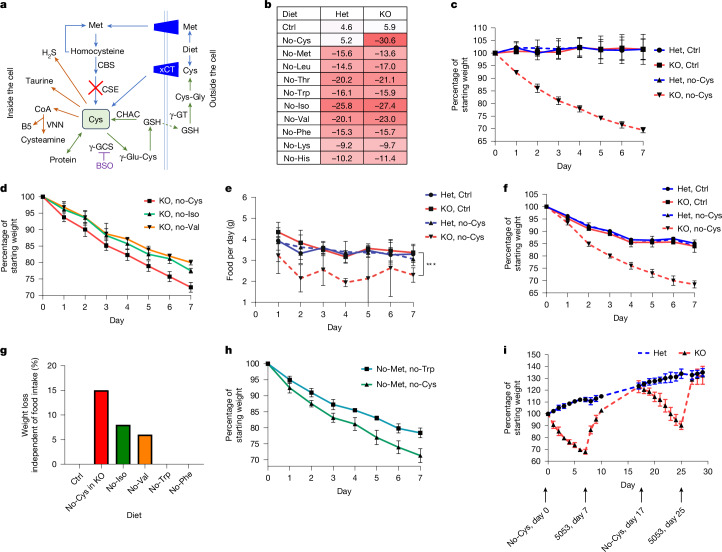
Cysteine deficiency drives rapid weight loss. **a**, A simplified cartoon demonstrating the pathways for Cys synthesis (blue) and consumption (reversible, green; and irreversible, brown). CSE deletion is marked by the red cross. The GSH synthesis inhibitor BSO is shown in purple. VNN, vanin/pantetheinase; GT, glutamyl transferase; GCS, glutamate–cysteine ligase. **b**, The average percentage of weight loss relative to the starting weight after removal of each EAA and cysteine in male *Cse*^*+/−*^ (Het) and *Cse*^*−/−*^ (KO) mice for 1 week. *n* = 5 (*Cse*^*−/−*^ control and no-Cys) and *n* = 4 (other groups). **c**, Daily weight curves of male *Cse*^*+/−*^ and *Cse*^*−/−*^ mice fed control (Ctrl) or no-Cys diets, house at 22 °C. *n* = 4 per group. **d**, Daily weight curves of *Cse*-KO mice deprived of isoleucine, valine or cysteine at 30 °C. *n* = 4 per group. **e**, Daily food consumption of *Cse*^*+/−*^ or *Cse*^*−/−*^ mice on control or no-Cys diets. *n* = 3 per group. **f**, Body-weight curves of CR (2.1 g per day) male *Cse*^*+/−*^ and *Cse*^*−/−*^ mice on the control 5CC7 and no-Cys diets. *n* = 4 per group. **g**, The average percentage weight loss unaccounted for by reduced food consumption (including data for Iso and Val and for Trp and Phe)^14,18^. **h**, The weight of male C57BL/6 (B6) mice on CR with no-Met no-Trp compared to no-Met no-Cys. *n* = 4 per group. **i**, Weight curves of male *Cse*^*+/−*^ or *Cse*^*−/−*^ mice over cycles of no-Cys diet versus standard chow 5053. *n* = 4 per group. Statistical analysis was performed using repeated-measures one-way analysis of variance (ANOVA, **e**). Data are mean ± s.d. ***P < 0.001. Source Data

Amino acid deprivation triggers the integrated stress response (ISR) through GCN2, which detects uncharged tRNAs and phosphorylates translation initiation factor eIF2α^19^. Phosphorylated eIF2α suppresses general translation while promoting translation of the key ISR transcription factor ATF4 and its downstream targets, including FGF21 and GDF15^20–22^.

The sulfur amino acid restriction (SAAR) diet, that is, a diet of combined low methionine and cysteine (Cys), is notable because it increases lifespan and protects against metabolic diseases in rodents and nematodes^23–26^. However, it is unclear whether the benefits of SAAR are driven by methionine or cysteine restriction.

Cysteine is not only a proteinogenic amino acid but is also the limiting intermediary metabolite in glutathione (GSH) biosynthesis^12,13,27^ (Fig. 1a). Cysteine also has a critical, although underappreciated, role alongside pantothenic acid (vitamin B_5_, hereafter B5) in CoA synthesis^28–30^. CoA is also considered to be extremely stable, as mice on B5-deficient diets for as long as 2 months do not show significant loss of CoA^10^.

The growing interest in diets that induce weight loss prompted us to compare restriction of each individual EAA and cysteine. Our findings revealed that cysteine deficiency induces the most weight loss compared with all other EAAs, resulting in a 30% reduction of body weight within 7 days. Our experiments have elucidated a coordinated mechanism underlying this phenomenon, characterized by the rapid induction of ISR and oxidative stress response (OSR), accompanied by increased GDF15 and FGF21, and a reduction in CoA levels resulting in metabolic inefficiency, therefore offering insights for potential intervention in metabolic diseases and body-weight control.

## Cys deprivation induces rapid weight loss

We evaluated the weight loss induced when each of the EAAs and cysteine were individually removed from diet in both *Cse* knockout (KO; *Cse*^*−/−*^) and *Cse* heterozygous (*Cse*^*+/−*^) C57BL/6 mice. Cysteine deprivation in *Cse*^*−/−*^ mice, but not in heterozygous and wild-type (WT) mice, led to the largest weight loss compared with other EAAs^14^ (Fig. 1b,c and Extended Data Fig. 1a–e). A cysteine-free (no-Cys) diet induced weight loss exclusively in *Cse*^*−/−*^ mice, indicating that depletion of newly absorbed and synthesized cysteine is necessary for the effect (Extended Data Fig. 1f). We also observed consistent percentage weight loss across different starting weights (Extended Data Fig. 1g–j). Female mice displayed slightly lower weight loss on day 1, a difference that remained constant (Extended Data Fig. 1k).

Weight loss was completely prevented by supplying cysteine through either *N*-acetylcysteine (NAC) or GSH (which is broken down to cysteine in the gut)^31^ (Extended Data Fig. 1l). There were no differences in amino acids, vitamins, glucose or palmitic acid in the stool between *Cse*^*+/−*^ and *Cse*^*−/−*^ mice, indicating no defects in nutrient absorption (Extended Data Fig. 1m–o and Supplementary Table 1). Restoration of H_2_S, a degradation product of cysteine, did not prevent weight loss^31^ (Extended Data Fig. 1p). Microbiota alterations also did not explain weight loss, as antibiotic-treated *Cse*^*−/−*^ mice and *Cse*^*−/−*^ mice co-housed with *Cse*^*+/−*^ mice had similar weight-loss profiles (Extended Data Fig. 1q). Considering the known roles of isoleucine and valine in thermogenesis in brown adipose tissue^32^, we also measured weight loss in mice maintained at thermoneutral conditions (30 °C). Weight loss was still most pronounced for cysteine deficiency, with only a 2.7% change from the 22 °C condition (Fig. 1d).

Given that diets deficient in EAAs induce food aversion behaviour, we monitored the daily food consumption of *Cse*^*−/−*^ and control heterozygous mice fed a no-Cys diet compared with a control diet^33^. *Cse*^*−/−*^ mice on the no-Cys diet exhibited a 30% reduction in daily food intake, from 3.5 g to 2.4 g per day (Fig. 1e), while no difference was observed in *Cse*^*+*^^*/−*^ mice on the control or no-Cys diets (3.4 g in both). This food aversion, and the resultant caloric restriction (CR), could independently lead to rapid weight loss. However, while CR of 2.1 g per day led to a weight loss of only 15–16% in the control mice, the *Cse*^*−/−*^ mice on the no-Cys diet experienced a substantial 31.5% weight loss within 1 week (Fig. 1f). Thus, at least 15% of the weight loss in *Cse*^*−/−*^ mice could not be explained by reduced food intake alone. By contrast, for isoleucine and valine, the amount of weight loss unexplained by reduced food intake was 8% and 6%, respectively, as reported previously^14^. For other EAAs, such as tryptophan and phenylalanine, the entire weight loss was accounted for by reduced food intake^18^ (Fig. 1g), further emphasizing the unique effect of cysteine deprivation.

To determine whether the weight loss was due to the accumulation of *trans*-sulfuration pathway intermediates^12^, we provided *Cse*^*−/−*^ mice with a diet lacking both methionine and cysteine and compared the effect to that of the no-Cys diet. The weight-loss patterns were identical for the two diets, suggesting that neither homocysteine nor cystathionine were contributing to the weight loss (Extended Data Fig. 1r). Moreover, WT mice on a CR diet (2.1 g per day) devoid of methionine and cysteine lost approximately 30% of their body weight within 1 week as compared to those on a diet devoid of methionine and tryptophan that lost only 20% (Fig. 1h). This strongly suggests that the benefits of SAAR are primarily driven by cysteine limitation.

Notably, after mice on the no-Cys diet were reverted to a standard chow diet, they regained approximately two-thirds of the lost weight within 2 days and fully recovered within 4 days (Fig. 1i). When returned to the no-Cys diet, the mice promptly resumed losing weight at a similar rate, which was once again reversed immediately after reintroduction to the standard chow. This pattern highlights the high reversibility of cysteine-deprivation-induced weight loss without apparent detrimental effect.

## Selective fat burning and rapid browning

To further characterize the weight loss, we conducted metabolic and behavioural assessments of *Cse*^*−/−*^ and *Cse*^*+/−*^ mice. After adapting to CR with a control diet (2.1 g per day, given between 2 and 3 pm throughout the experiment), the mice were placed into metabolic cages and, 2 days later, were switched to the no-Cys CR diet (Fig. 2a). The shift to the no-Cys diet immediately triggered weight loss in the *Cse*^*−/−*^ mice, with a 10% decrease over 3 days, compared with a 0% change for *Cse*^*+/−*^ mice (Fig. 2b and Extended Data Fig. 2a). Notably, there were no significant differences in locomotion and movement between the *Cse*^*−/−*^ and *Cse*^*+/−*^ groups under any condition, indicating that the weight loss is not attributable to increased physical activity in *Cse*^*−/−*^ mice, and that they do not exhibit lethargy (Fig. 2c and Extended Data Fig. 2b).

**Fig. 2:**
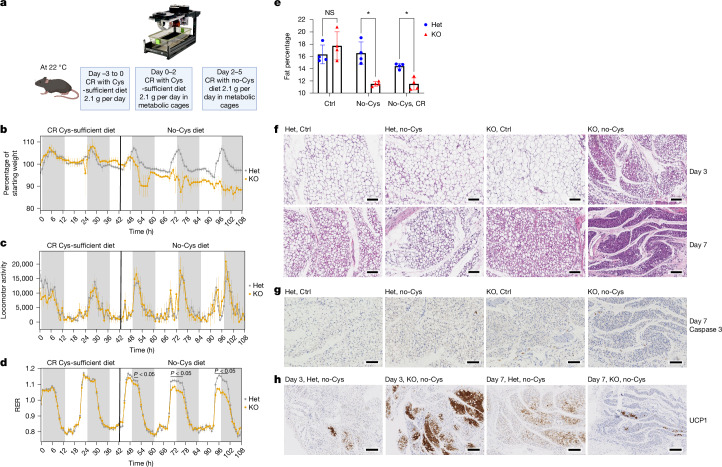
Cysteine deficiency drives rapid metabolic changes and loss of white adipose tissue mass. **a**–**d** Metabolic cage profiles of male *Cse*^*+/−*^ and *Cse*^*−/−*^ mice on CR (*n* = 5 (*Cse*^*+/−*^) and 3 (*Cse*^*−/−*^)), demonstrating the experimental design (food was given daily between 2 and 3 pm) (**a**), body-weight measurements (**b**), locomotor activity (**c**) and the RER (**d**). **e**, Body fat percentages, as determined by DEXA scans on day 7, of mice fed on no-Cys and control diets, either CR or ad libitum. *n* = 4 per group. NS, not significant. **f**–**h**, Representative images (*n* = 4 per group) of subcutaneous fat pads from *Cse*^*+/−*^ or *Cse*^*−/−*^ male mice on CR with Ctrl or no-Cys diets stained with haematoxylin and eosin (H&E) on days 3 and 7 of cysteine restriction (**f**), and by immunohistochemistry (IHC) staining of caspase 3 on day 7 of cysteine restriction (**g**) and of UCP1 on days 3 and 7 of cysteine restriction (**h**). The diagram in **a** was created using BioRender and image from https://www.tse-systems.com/. For **d** and **e**, statistical analysis was performed using multiple unpaired *t*-tests. Data are mean ± s.d. *P < 0.05. Scale bars, 100 μm (**f** and **g**) and 200 μm (**h**). Source Data

The respiratory exchange ratio (RER), which shows whether mice are selectively burning fat or carbohydrate, progressively decreased from day 1 to day 3 in *Cse*^*−/−*^ animals on a no-Cys diet, suggesting increased usage of fat as fuel (Fig. 2d and Extended Data Fig. 2c). DEXA scans revealed a substantial reduction in fat content in *Cse*^*−/−*^ mice on day 7 of the no-Cys diet (Fig. 2e). No differences were observed between *Cse*^*−/−*^ and *Cse*^*+/−*^ mice when provided with the control diet.

Histological studies of white adipose tissue revealed that *Cse*^*−/−*^ mice deprived of cysteine exhibited higher fat loss from individual adipocytes by day 3 and, by day 7, there was near complete depletion of fat content throughout the tissue (Fig. 2f). All three control groups maintained significant fat content within each adipocyte on day 3, with only a slight decrease by day 7. Caspase-3 staining on day 7 revealed that, despite substantial fat loss, there was no detectable adipocyte cell death (Fig. 2g).

However, by day 3 in *Cse*^*−/−*^ mice on a no-Cys diet, a notable proportion of adipocytes that contained multiple small fat droplets instead of a single large droplet, resembling brown/beige adipose tissue. Immunostaining of the fat pad for UCP1 revealed robust browning of white adipose tissue, which on day 3 was faster and more pronounced than previously reported after 4 weeks of CR^34^ (Fig. 2h). Moreover, there was a rapid loss of visceral fat in *Cse*^*−*^^*/−*^ mice on a no-Cys diet (Extended Data Fig. 2d,e).

We did not observe significant differences in muscle (quadricep) histology across the four groups (Extended Data Fig. 2f,g). In the liver, there was no significant fat accumulation or apparent pathology (Extended Data Fig. 2h,i). These findings may explain the lack of any effects on movement and the ease with which *Cse*^*−/−*^ mice on a no-Cys diet can recover.

## Transcriptional responses to Cys depletion

To gain insights into the molecular responses triggered by cysteine deprivation, we conducted bulk RNA-sequencing (RNA-seq) analysis of liver (which exhibits the highest expression of *Cse*), muscle (the most abundant tissue) and adipose tissue (the tissue most impacted by cysteine loss). To distinguish responses specific to cysteine deprivation, we included a group exposed to a tryptophan-deficient diet (Fig. 3a). After a 3-day CR control diet, *Cse*^*−/−*^ and *Cse*^*+/−*^ mice were shifted to either CR control, CR no-Cys or CR tryptophan-free (no-Trp) diets, and tissues were collected after 2 days.

**Fig. 3:**
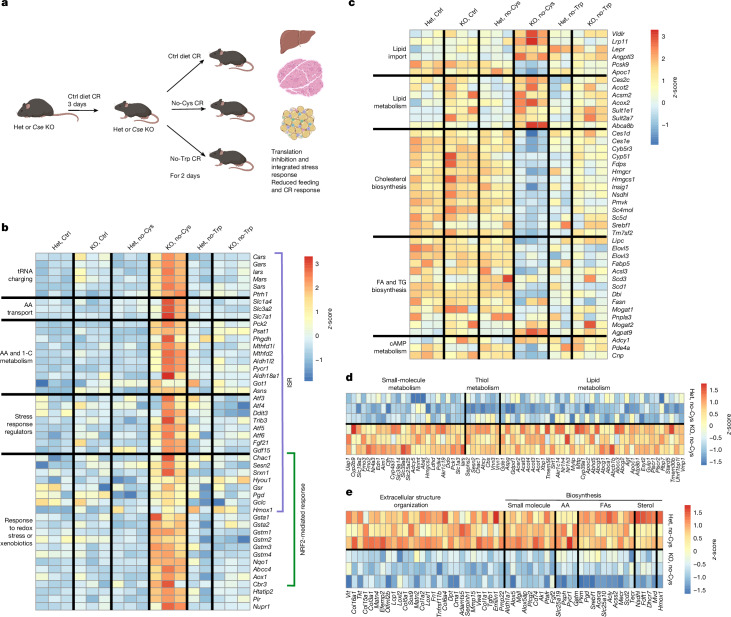
Changes in gene expression induced by cysteine deficiency in liver and adipose tissues. **a**, The experimental design for bulk mRNA-seq. **b**,**c**, Representative heat maps, illustrating the expression of genes related to ISR and OSR (**b**) and cholesterol and lipid synthesis and degradation (**c**) that are specifically upregulated or downregulated (*q* < 0.05) in the livers of KO mice on a no-Cys diet. AA, amino acids. **d**,**e**, Representative heat maps of genes that are specifically upregulated or downregulated in epididymal adipose tissue in KO no-Cys mice (*q* < 0.05), including genes related to lipid, thiol and small-molecule metabolism (**d**), and extracellular organization, biosynthetic pathways in small molecules, amino acids, FAs and sterols (**e**). The diagram in **a** was created using BioRender. A complete list of differentially expressed genes for all sequenced samples is presented in Supplementary Tables 2 and 4. For the RNA-seq, the total numbers in each group were as follows: for liver, *Cse*^*+/−*^ control (Ctrl) (5), *Cse*^*−/−*^ control (4), *Cse*^*+/−*^ no-Cys (8), *Cse*^*−/−*^ no-Cys (7), *Cse*^*+/−*^ no-Trp (5) and *Cse*^*−/−*^ no-Trp (8); for epididymal adipose, *Cse*^*+/−*^ no-Cys (3) and *Cse*^*−/−*^ no-Cys (4).

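The liver libraries analysed here are those of the second liver experiment listed in Supplementary Table 2, in which mRNA from each liver was sequenced and counted gene by gene. They comprised *Cse*+/- mice on the control diet (n = 2), the no-Cys diet (n = 4) and the no-Trp diet (n = 3), and *Cse*-/- mice on the no-Cys diet (n = 4), the no-Trp diet (n = 3) and the no-Trp diet with BSO (n = 4). BSO (l-buthionine sulfoximine) inhibits γ-glutamyl cysteine synthase, the enzyme for the first step of GSH synthesis. The mice had received a calorie-restricted control diet before the shift to their diet, and livers were collected 2 days after the shift. Only male mice were used for RNA-seq. *Cse* encodes cystathionine γ-lyase, which makes cysteine from cystathionine, so that *Cse*-/- mice depend on dietary cysteine. The sample labels call the mice of the control genotype wild type, whereas the paper's list of mice calls them heterozygous, and they are called *Cse*+/- here. The totals in the legend cover both liver experiments: 2 of the 5 *Cse*+/- control, 4 of the 8 *Cse*+/- no-Cys, 4 of the 7 *Cse*-/- no-Cys, 3 of the 5 *Cse*+/- no-Trp and 3 of the 8 *Cse*-/- no-Trp livers were analysed here. Mice are named by their numbers in Supplementary Table 2 (av01 to av22).

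Total RNA was isolated with trizol, mRNA was selected by its poly(A) tail, and the libraries were sequenced from both ends. The authors aligned the reads to GRCm38 with Hisat2, counted reads on annotated genes with htseq-count and deposited the counts without normalization. The annotation release they used is not given in the sources used here. Reads counted on genes ranged from 11785740 to 15068939 per library (median 13790652) in *Cse*+/- no-Cys mice and from 12664830 to 15436551 (median 13936855) in *Cse*-/- no-Cys mice. They ranged from 14790326 to 46024996 (median 21281183) in *Cse*+/- no-Trp mice, from 16088508 to 23246393 (median 22735664) in *Cse*-/- no-Trp mice and from 14054270 to 57986121 (median 22407763) in *Cse*-/- no-Trp + BSO mice. The pair of *Cse*+/- control libraries held 15921138 and 18043106 counts. The paper states a depth of 20 to 50 megareads sequenced per sample, whereas the values here rest on the counts on genes. The 10 most abundant genes took between 16.8% and 18.7% of the counts in *Cse*+/- no-Cys mice and between 12.5% and 15.1% in *Cse*-/- no-Cys mice. Counts were therefore scaled with edgeR's TMM factors, which do not rest on the most abundant genes, and are given as CPM, counts scaled to a common library size. Genes with too few counts for a test were left out with edgeR's filterByExpr, which kept 14759 genes. All 20 libraries entered a single fit of edgeR's quasi-likelihood model, with P values adjusted by the Benjamini–Hochberg method. A gene with an edgeR adjusted p under 0.05 is called differentially expressed. Reads shared between near-identical genes are lost or split in such counts, and the share of each gene's sequence for which this holds is given where it is large.

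*Cse* is listed in the counts as *Cth* (ENSMUSG00000028179), on the minus strand of chromosome 3 of GRCm38 from 157894248 to 157925077. It was expressed at 177 ± 103 CPM (SD, n = 4) in *Cse*+/- no-Cys, 134 ± 39.8 CPM (SD, n = 3) in *Cse*+/- no-Trp and 194 ± 15.0 CPM (SD, n = 2) in *Cse*+/- control livers. In *Cse*-/- livers it was at 8.38 ± 3.28 CPM (SD, n = 4) on the no-Cys diet, 12.9 ± 2.19 CPM (SD, n = 3) on the no-Trp diet and 9.71 ± 0.976 CPM (SD, n = 4) on the no-Trp diet with BSO. The lowest *Cse*+/- library, at 88.4 CPM, lay above the highest *Cse*-/- library, at 14.4 CPM. Between *Cse*-/- and *Cse*+/- mice on the no-Cys diet the log2 fold change was −4.41 (standard error 0.330, edgeR adjusted p = 7.43e-08), and it stayed between −4.72 and −3.92 when each of the 8 mice was left out in turn. Mouse av01 had 332 CPM, against 121 to 132 CPM in the other *Cse*+/- no-Cys mice, and mouse av08 had 13.3 CPM, against 6.37 to 7.04 CPM in the other *Cse*-/- no-Cys mice. Counts per gene do not tell which part of the gene the remaining reads come from.

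**Figure D1:**
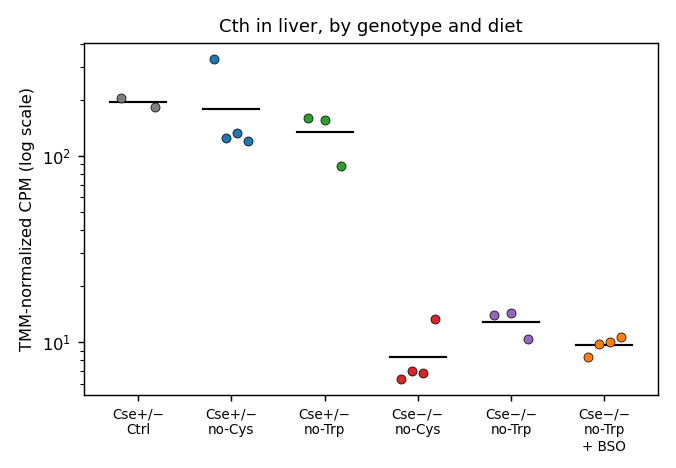
*Cth* (the *Cse* gene) in each liver, as TMM-normalized CPM on a log scale, by genotype and diet; each point is a mouse and each line a group mean. Every *Cse*+/- liver lies at or above 88.4 CPM and every *Cse*-/- liver at or below 14.4 CPM.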

Gene Ontology (GO) enrichment analysis of genes upregulated in the liver of *Cse*^*−/−*^ mice on a no-Cys diet revealed prominent categories such as ‘cellular response to xenobiotic stimulus’, ‘GSH’ and ‘small molecule’ metabolic processes (Extended Data Fig. 3a and Supplementary Table 2). 

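In the livers of the second experiment, 1717 genes were higher and 1798 lower in *Cse*-/- than in *Cse*+/- mice on the no-Cys diet (n = 4 each), of 14759 genes tested. DESeq2 called 3663 genes in all, and 3422 genes were called by both tools, each with the same sign. The alternative that moved the count most was an adjusted p of 0.01, which left 892 higher and 968 lower. With each mouse left out in turn, between 1291 (without av02) and 1676 (without av08) genes were higher and between 1259 (without av07) and 1824 (without av08) lower.

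Genes of the ISR were taken as the 14 that the study names, *Mthfd2*, *Pycr1*, *Asns*, *Psat1*, *Slc7a1*, *Slc1a4*, *Slc3a2*, *Fgf21*, *Gdf15*, *Ddit3*, *Trib3*, *Atf5*, *Atf6* and *Chac1*. The paper does not state on which liver libraries it chose them, and its totals include these. Their change here is therefore not taken as independent evidence. All 14 were higher in *Cse*-/- than in *Cse*+/- mice, with a median log2 fold change of 1.82 and a range from 0.46 (*Ddit3*) to 5.83 (*Psat1*). Among all genes tested, 11 of them were called, and 14 were called when p was adjusted over the list alone. As a set they rose relative to the other genes (camera adjusted p = 4.68e-18, two-sided). Leaving out mice moved the median most among the alternatives, to 1.68 without av07 and 2.06 without av08. The 20 cytosolic aminoacyl-tRNA synthetase genes, which charge tRNAs, had a median log2 fold change of 0.56, from 0.17 (*Wars*) to 1.44 (*Gars*). All 20 were positive, 17 were called and 19 when adjusted over the list alone (camera adjusted p = 6.88e-18).

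Of the genes of amino acid synthesis, *Psat1* (ENSMUSG00000024640, chromosome 19 of GRCm38, 15904678 to 15947337), which encodes phosphoserine aminotransferase, rose from 1.01 ± 0.0849 CPM (SD, n = 4) to 57.9 ± 16.1 CPM (SD, n = 4), with a standard error of its log2 fold change of 0.404 (edgeR adjusted p = 3.29e-08). *Asns* rose by 4.46 (standard error 0.514, edgeR adjusted p = 7.77e-06), *Mthfd2* by 3.71 (standard error 0.392, edgeR adjusted p = 3.20e-06) and *Pycr1* by 2.08 (standard error 0.455, edgeR adjusted p = 0.00259) on the log2 scale. *Fgf21* (ENSMUSG00000030827, chromosome 7, 45613886 to 45615490) had 1.24 ± 1.22 CPM (SD, n = 4) in *Cse*+/- and 29.1 ± 18.0 CPM (SD, n = 4) in *Cse*-/- mice, a log2 fold change of 4.50 (standard error 0.718, edgeR adjusted p = 2.04e-04). Mouse av08, with 2.95 CPM, lay within the *Cse*+/- range of 0.360 to 3.04 CPM, whereas the other *Cse*-/- mice had 34.2 to 44.1 CPM. *Gdf15* (ENSMUSG00000038508, chromosome 8, 70629393 to 70632456) had 3.61 ± 2.89 CPM (SD, n = 4) in *Cse*+/- and 10.4 ± 3.24 CPM (SD, n = 4) in *Cse*-/- mice, a log2 fold change of 1.52 (standard error 0.549) that did not pass the threshold (edgeR adjusted p = 0.05003). It was called without mouse av03 (1.88, edgeR adjusted p = 0.0376), av04 (1.92, 0.0348) or av08 (1.71, 0.0354). It was also called without a filter on low counts (0.00482), with a minimum mean of 1 CPM (0.0494) and in a fit of only the groups compared (0.0476).

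*Slc1a4*, at 0.81 (standard error 0.317, edgeR adjusted p = 0.0696), and *Ddit3* (standard error 0.186, edgeR adjusted p = 0.0823) were not called either. *Ddit3* was called without av01 (0.60, edgeR adjusted p = 0.0298). The transporter genes *Slc7a1* (2.84, standard error 0.495, edgeR adjusted p = 4.47e-04) and *Slc3a2* (0.91, standard error 0.178, edgeR adjusted p = 0.00111), and the transcription factor genes *Atf5* (1.95, standard error 0.234, edgeR adjusted p = 1.17e-05) and *Atf6* (0.70, standard error 0.110, edgeR adjusted p = 1.87e-04), kept their calls whichever mouse was left out.

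Among called genes whose CPM did not overlap between the groups, the largest increases were in *Vmn2r3*, *Psat1* and *Cox6a2* (5.68, standard error 0.901, edgeR adjusted p = 1.90e-04), and the largest decreases in *Chrna4*, *Serpina4-ps1* (−6.27, standard error 0.868, edgeR adjusted p = 5.32e-05) and *Selenbp2* (−5.53, standard error 0.896, edgeR adjusted p = 2.33e-04). Up to 36.3% of the 61-base words of *Selenbp2* occur in other genes. *Vmn2r3* had 465 counts in *Cse*-/- and 1 in *Cse*+/- mice, a ratio of 403 after scaling (95% exact interval of counting error 72.0 to 15966). *Chrna4* had 713 counts in *Cse*+/- and 3 in *Cse*-/- mice, a ratio of 274 (93.4 to 1332).

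The camera test presets the correlation between genes of a set at 0.01. When that correlation was estimated from the libraries, the ISR, tRNA charging and OSR genes and those of cholesterol and FA synthesis kept their calls in this comparison (camera adjusted p = 0.00636, 0.0102, 0.00380, 0.0172 and 0.0475), as they did under fry (adjusted p = 4.03e-06, 2.56e-06, 2.35e-06, 1.95e-05 and 2.23e-04). Subunits of the respiratory complexes did not (0.497, and 0.0679 under fry).

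**Figure D2:**
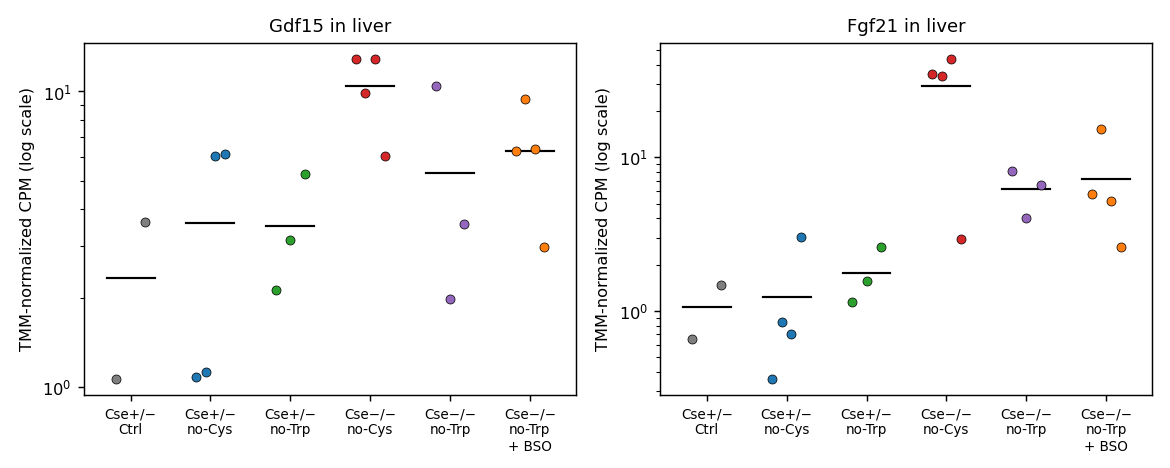
*Gdf15* and *Fgf21* in each liver, as TMM-normalized CPM on a log scale, by genotype and diet; each point is a mouse and each line a group mean. In *Cse*-/- no-Cys mice *Fgf21* lies between 34.2 and 44.1 CPM except in mouse av08, at 2.95 CPM.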

The latter category revealed strong upregulation of genes associated with ISR, including amino acid synthesis and one-carbon metabolism (*Mthfd2*, *Pycr1*, *Asns*, *Psat1*), tRNA charging, amino acid transporters (*Slc7a1*, *Slc1a4*, *Slc3a2*) and various stress-response genes (*Fgf21*, *Gdf15*, *Ddit3*, *Trib3*, *Atf5*, *Atf6*) (Fig. 3b and Extended Data Fig. 3b,c). Genes in the ‘cellular response to xenobiotic stimulus’ and ‘glutathione metabolic processes’ categories (*Nqo1*, *Gstm1*–*Gstm4*, *Gsta1*, *Gsta2*, *Srxn1*) are characteristic of NRF2-regulated OSR.

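All 8 of these genes were called higher in the livers of *Cse*-/- than of *Cse*+/- mice on the no-Cys diet, and so when adjusted over the list alone (median log2 fold change 2.04, camera adjusted p = 1.81e-20). The study names these genes without stating on which liver libraries it picked them, so their change here is not taken as independent evidence. *Srxn1* (ENSMUSG00000032802, chromosome 2 of GRCm38, 152105516 to 152111376), which encodes sulfiredoxin, rose from 26.7 ± 4.06 CPM (SD, n = 4) to 91.1 ± 11.3 CPM (SD, n = 4), a log2 fold change of 1.77 (standard error 0.135, edgeR adjusted p = 7.43e-08), and the lowest *Cse*-/- mouse (81.5 CPM) lay above the highest *Cse*+/- mouse (30.4 CPM). *Nqo1* (ENSMUSG00000003849, chromosome 8, 107388225 to 107403206) rose from 5.73 ± 1.96 CPM (SD, n = 4) to 27.8 ± 6.03 CPM (SD, n = 4), by 2.29 on the log2 scale (standard error 0.250, edgeR adjusted p = 4.49e-06). *Gstm1* went from 939 ± 202 CPM (SD, n = 4) to 3258 ± 605 CPM (SD, n = 4). Across the glutathione S-transferase genes, log2 fold changes ran from 1.31 (*Gstm2*, standard error 0.189) to 3.11 (*Gsta1*, standard error 0.436), with *Gsta2* at 2.90, *Gstm3* at 2.46, *Gstm1* at 1.80 and *Gstm4* at 1.60, and edgeR adjusted p from 4.49e-06 to 8.10e-05. These genes are close copies of each other: of the 61-base words of their transcripts, 87.9% in *Gsta1*, 43.5% in *Gsta2*, 25.7% in *Gstm3*, 15.2% in *Gstm1* and 3.69% in *Gstm2* occur in other genes, so that a part of their reads could not be assigned to a single gene. No such word was found in *Gstm4*, *Nqo1* or *Srxn1*. None of the 8 lost its call when any of the 8 mice was left out.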

The liver has a central role in the metabolism of fatty acids (FA) and triglycerides (TGs), shifting between synthesis and breakdown in response to the fed and fasted states. Several GO categories related to cholesterol and lipid metabolism were also enriched (Fig. 3c and Extended Data Fig. 3a). Genes for sterol regulatory element-binding proteins (SREBPs), the master regulators of de novo lipogenesis (*Srebf1*) and cholesterol biosynthesis (*Srebf2*)^35^, and other genes associated with cholesterol biosynthesis were significantly downregulated in *Cse*^*−/−*^ mice on the no-Cys diet. Furthermore, genes associated with the increased import of lipid particles into the liver (*Vldlr*, *Lrp1l*, *Pcsk9* and *Apoc1*) were also deregulated. This shift in gene expression suggests that, after cysteine restriction, the liver increases the import of very-low-density lipoproteins and low-density lipoproteins, while reducing endogenous lipogenesis^36–38^ (Fig. 3c).

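*Srebf1* (ENSMUSG00000020538, chromosome 11 of GRCm38, 60199089 to 60222581) fell from 216 ± 41.8 CPM (SD, n = 4) in *Cse*+/- to 67.0 ± 30.2 CPM (SD, n = 4) in *Cse*-/- mice on the no-Cys diet, a log2 fold change of −1.69 (standard error 0.273, edgeR adjusted p = 2.25e-04). *Srebf2* (ENSMUSG00000022463, chromosome 15, 82147181 to 82205379) fell from 51.9 ± 5.21 CPM (SD, n = 4) to 35.1 ± 7.09 CPM (SD, n = 4), a log2 fold change of −0.57 (standard error 0.145, edgeR adjusted p = 0.00793). Cholesterol synthesis was taken as the 20 enzymes from acetoacetyl-CoA to cholesterol, since the text names the class. All 20 were lower, with a median log2 fold change of −1.31, and 18 were called (20 when adjusted over the list alone, camera adjusted p = 1.81e-20). The changes ran from −2.41 (*Nsdhl*, standard error 0.286, edgeR adjusted p = 1.08e-05) to −0.26 (*Lss*, standard error 0.112, edgeR adjusted p = 0.0969). Of 12 genes of FA synthesis, elongation and desaturation, 11 were lower, with a median of −0.61, and 7 were called (8 when adjusted over the list alone, camera adjusted p = 1.01e-06). *Scd1* fell most (−4.37, standard error 0.673, edgeR adjusted p = 1.45e-04) and *Acacb* was the gene above 0 (0.21). Both lists were also set against *Cse*+/- control livers (n = 2), as mean log2 CPM. For cholesterol synthesis *Cse*+/- no-Cys mice were at 0.56 ± 0.12 and *Cse*-/- no-Cys mice at −0.74 ± 0.40 (SD, n = 4 each). For FA synthesis they were at 0.42 ± 0.26 and −0.50 ± 0.080 (SD, n = 4 each). Higher values in *Cse*+/- mice thus carried a part of both differences. *Acaca* (ENSMUSG00000020532, chromosome 11, 84129672 to 84401651), which encodes ACC1, was at 43.1 ± 8.49 CPM (SD, n = 4) in *Cse*+/- and 37.9 ± 3.80 CPM (SD, n = 4) in *Cse*-/- mice, a difference within the spread between mice (log2 fold change −0.19, standard error 0.143, edgeR adjusted p = 0.364). Other genes hold 28.7% of its 61-base words.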

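*Vldlr* (ENSMUSG00000024924, chromosome 19 of GRCm38, 27216484 to 27254231) rose from 2.89 ± 1.03 CPM (SD, n = 4) in *Cse*+/- to 11.2 ± 2.46 CPM (SD, n = 4) in *Cse*-/- mice on the no-Cys diet, a log2 fold change of 1.94 (standard error 0.332, edgeR adjusted p = 3.95e-04). *Lrp1l* was read as *Lrp11*, as in Fig. 3c (ENSMUSG00000019796, chromosome 10, 7589800 to 7625483). It rose from 1.07 ± 0.230 CPM (SD, n = 4) to 4.25 ± 1.22 CPM (SD, n = 4), a log2 fold change of 1.98 (standard error 0.323, edgeR adjusted p = 2.46e-04). *Apoc1* (ENSMUSG00000040564, chromosome 7, 19689481 to 19692660) dropped from 2975 ± 722 CPM (SD, n = 4) to 1729 ± 281 CPM (SD, n = 4), a log2 fold change of −0.78 (standard error 0.163, edgeR adjusted p = 0.00183). These 3 genes kept their direction and their call with each of the 8 mice left out in turn and under DESeq2.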

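The no-Trp diet gives the comparison with another missing essential amino acid. Against *Cse*+/- control livers (n = 2), *Cse*-/- no-Trp livers (n = 3) had 61 genes higher and 125 lower, and these counts rest on the control pair: without av22 they were 10 and 27, and without av21 23 and 84. Without av14 they were 37 and 77, and without av16 34 and 51. Where a control was left out, the lone control was assumed to vary like the other groups. *Cse*-/- mice on the control diet were not analysed here, so genotype and diet change together in this comparison. The mean log2 CPM of the 14 ISR genes, relative to control livers, differed between genotypes on the no-Trp diet. It was 0.56 ± 0.14 (SD, n = 3) in *Cse*+/- and 1.30 ± 0.16 (SD, n = 3) in *Cse*-/- mice. The ISR genes had a median log2 fold change of 1.29 against *Cse*+/- control livers, with 12 of 14 positive and 3 called higher (7 higher and 1 lower when adjusted over the list alone, camera adjusted p = 9.53e-10, a call that held under fry, 0.00387, and an estimated correlation, 0.0256). *Psat1* rose by 4.85 (standard error 0.622, edgeR adjusted p = 3.78e-04) and *Asns* by 3.92 (edgeR adjusted p = 0.0141) on the log2 scale. The cholesterol synthesis genes had a median of 0.12 (camera adjusted p = 0.401): edgeR called 0 of 20, 2 were higher and 2 lower at an unadjusted p under 0.05, and DESeq2 called 0. The FA synthesis genes had a median of 5.4e-04 and a mean of −0.15, on either side of 0 (camera adjusted p = 0.794). Of these 12, edgeR called 0, 1 was higher and 1 lower at an unadjusted p under 0.05, DESeq2 called 0, and 1 was called lower when adjusted over the list alone.

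Between *Cse*-/- mice on the no-Cys (n = 4) and the no-Trp diet (n = 3), 746 genes were higher and 789 lower on the no-Cys diet (DESeq2 1958 in all, of which 1500 were shared with edgeR). Without av14 the counts were 314 and 369, without av05 440 and 418, without av06 426 and 424, without av07 508 and 470, and without av16 466 and 575. The ISR genes were higher on the no-Cys diet, all 14 of them, by a median of 1.15 (8 called, 13 adjusted over the list alone, camera adjusted p = 4.16e-11; 3 of 35 splits of the libraries gave a median as large), and *Psat1* by 2.14 (standard error 0.330, edgeR adjusted p = 6.12e-04), *Mthfd2* by 2.67 (standard error 0.382, edgeR adjusted p = 3.51e-04) and *Asns* by 2.31 (standard error 0.492, edgeR adjusted p = 0.00646). *Fgf21*, by 2.20 (standard error 0.642, edgeR adjusted p = 0.0341), lost its call in a fit of only the groups compared (0.0906) and when any mouse but av08 was left out (highest without av15, 0.0909). The tRNA charging genes were higher by a median of 0.46 (camera adjusted p = 2.37e-19), all 20 of them, 14 called. All 20 cholesterol synthesis genes were lower, by a median of −0.77 (11 called, 16 adjusted over the list alone, camera adjusted p = 2.25e-13). For the FA synthesis genes the median was −0.33 with 10 of 12 lower, 1 called lower (*Fads1*, −0.82, edgeR adjusted p = 0.00283) and 1 higher (*Me1*, 0.81, edgeR adjusted p = 0.0280). Their camera adjusted p of 0.0335 rose to 0.0709 without av07, 0.0745 without av15 and 0.141 without av16, to 0.0919 under fry and to 0.367 with an estimated correlation. *Srebf1* was lower by −1.38 (standard error 0.286, edgeR adjusted p = 0.00541), and *Srebf2* was not called (−0.29, edgeR adjusted p = 0.239). Among called genes whose CPM did not overlap, *Gstm3* (3.64), *Cbr3* (3.11, standard error 0.403, edgeR adjusted p = 1.28e-04) and *Aldh1l2* (2.78, standard error 0.480, edgeR adjusted p = 0.00146) were raised most on the no-Cys diet. *Selenbp2* (−4.24, edgeR adjusted p = 0.00544), *Serpina4-ps1* (−4.17, edgeR adjusted p = 0.00562, and 0.0534 without av14) and *Dlec1* (−2.75, edgeR adjusted p = 8.39e-04) were lowered most.

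Whether the difference between *Cse*-/- and *Cse*+/- mice itself depended on the diet was tested as an interaction, the log2 fold change on the no-Cys diet less that on the no-Trp diet. It passed the threshold for 246 genes with a positive and 397 with a negative difference (DESeq2 1055 in all). These counts were 134 and 229 without av02, 193 and 249 without av05, 154 and 261 without av06, 149 and 201 without av07, 476 and 674 without av08 and 160 and 264 without av17. The median difference was 1.37 for the ISR genes (camera adjusted p = 2.21e-10), but 9 of 100 splits of the libraries into groups of the same sizes, the real one included, gave a median as large. Those splits exchanged genotypes within each diet, so they cannot decide whether the difference depended on the diet. For the cholesterol synthesis genes, of which all 20 were called, the median difference was −1.79 (camera adjusted p = 1.41e-40), and for the FA synthesis genes −0.95 (camera adjusted p = 3.10e-11). The no-Trp diet enters these differences: there the cholesterol synthesis genes were higher in *Cse*-/- than in *Cse*+/- mice (n = 3 each), by a median of 0.62 (camera adjusted p = 9.24e-09; 0.0295 under fry and 0.148 with an estimated correlation). The FA synthesis genes were higher there by a median of 0.33 and the ISR genes by 0.70. Relative to *Cse*+/- control livers (n = 2), the mean log2 CPM of the cholesterol synthesis genes was −0.51 ± 0.17 in *Cse*+/- and 0.055 ± 0.26 in *Cse*-/- no-Trp mice (SD, n = 3 each). For FA synthesis it was −0.46 ± 0.15 and −0.23 ± 0.25. The lipid lists were thus lower in *Cse*+/- no-Trp mice rather than raised in *Cse*-/- mice. *Cse*+/- no-Trp against control livers was not tested.

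Extended Data Fig. 3 lists *Gdf15* and *Fgf21* for a pair of *Cse*-/- no-Trp mice of this experiment, whose values match av14 and av16; the paper's text gives no reason for the absence of av15. Over that pair *Gdf15* was at 10.4 and 3.56 CPM and *Fgf21* at 8.16 and 6.59 CPM, and mouse av15 had 1.99 CPM of *Gdf15* and 4.05 CPM of *Fgf21*. With all 3 mice, *Gdf15* on the no-Cys diet exceeded that on the no-Trp diet by 0.95 (standard error 0.561, edgeR adjusted p = 0.295), a difference within the spread between mice, as it was without av15 (0.58, edgeR adjusted p = 0.565). *Fgf21* without av15 differed by 1.98 (edgeR adjusted p = 0.0909).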

Although some genes that were typically associated with ISR and cholesterol and FA biosynthesis were also upregulated and downregulated, respectively, in *Cse*^*−/−*^ mice on a no-Trp diet in comparison to *Cse*^*+/−*^ and *Cse*^*−/−*^ mice on the control diet, their induction on the no-Cys diet was significantly more pronounced, underscoring a special role of cysteine in the regulation of ISR and fat metabolism (Fig. 3b). This can be explained by a potential synergy between ISR (ATF4 signature) and OSR (NRF2 signature) in the liver (Fig. 3b and Extended Data Fig. 3a)—a phenomenon that was previously observed in cell lines and tumour models^39–41^.

The transcriptional response to the no-Cys diet in muscle and liver tissue of *Cse*^*−/−*^ mice showed only partial overlap. In muscle, genes involved in the ‘response to oxidative stress’ GO category were notably enriched. NRF2 (encoded by *Nfe2l2*) and its typical target genes (such as *Nqo1*, *Hmox1* and *Gclc*) were significantly upregulated in response to cysteine deficiency, indicating a robust induction of OSR in muscle (Extended Data Fig. 3d,e and Supplementary Table 3). The induction of several genes related to the import and catabolism of branched-chain amino acids (*Slc7a2*, *Idh2*, *Ivd*, *Bcat2*) suggests that muscle uses less glucose as an energy source, instead relying on amino acids not used for translation. Notably, ISR was not upregulated in muscle, suggesting that the abundance of proteins in the tissue may prevent amino acid levels from falling below the threshold required to induce ISR at day 2 (Extended Data Fig. 3g).

In epididymal adipose tissue, canonical ISR or OSR signatures were not observed (Extended Data Fig. 3h and Supplementary Table 4). Significant suppression of SREBP1 (*Srebf1*) and its target genes, such as *Scd2*, *Acly*, *Acaca* and *Pgd*, indicated a shutdown of de novo lipogenesis in adipose tissue (Fig. 3d,e). Many genes related to lipid metabolism exhibited increased expression, including thioesterases (*Acot1–4*), implying increased release of free FAs (FFAs) from adipocytes. Although adipose tissue is not the major site for ketone-body biosynthesis, genes in this pathway (*Acat3* and *Hmgcs2*) were upregulated. Moreover, there was a mild increase in *Ucp1* expression (Extended Data Fig. 3i).

## Role of ISR and OSR in weight loss

A cysteine-free diet can lead to a deficiency in GSH, which activates NRF2-dependent OSR^42,43^. Indeed, we detected a marked decrease in GSH within 2 days in the liver and muscle, but not in the subcutaneous adipose tissue, of *Cse*^*−/−*^ mice (Fig. 4a and Extended Data Fig. 4a–c). 

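*Chac1* (ENSMUSG00000027313, chromosome 2 of GRCm38, 119351229 to 119354381) encodes a γ-glutamylcyclotransferase that degrades GSH. It was expressed at 12.8 ± 8.29 CPM (SD, n = 4) in *Cse*-/- and 4.01 ± 1.25 CPM (SD, n = 4) in *Cse*+/- livers on the no-Cys diet, a log2 fold change of 1.68 (standard error 0.465, edgeR adjusted p = 0.0129). The highest value, 24.5 CPM in mouse av07, carried a part of this difference: without it the log2 fold change was 1.19 (edgeR adjusted p = 0.0695), and that was the only mouse whose absence removed the call. On the other diets *Chac1* did not follow the genotype in this way. It was at 12.5 and 16.2 CPM in the pair of *Cse*+/- control livers and at 12.6 ± 1.82 CPM (SD, n = 3) in *Cse*+/- no-Trp livers, compared with 4.96 ± 1.42 CPM (SD, n = 3) in *Cse*-/- no-Trp and 6.72 ± 5.19 CPM (SD, n = 4) in *Cse*-/- no-Trp + BSO livers. *Cse*-/- no-Cys livers did not differ from *Cse*+/- control livers (log2 fold change −0.15, standard error 0.512, edgeR adjusted p = 0.874), and this difference changed sign without av08 (0.12, edgeR adjusted p = 0.890) or av22 (0.040, edgeR adjusted p = 0.980).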

*Chac1* upregulation probably contributes to the decrease in GSH in the liver (Fig. 3b). This decline in GSH was accompanied by the nuclear localization of NRF2 and increased NRF2-regulated protein NQO1 by day 3 in the livers of cysteine-deprived *Cse*^*−/−*^ mice, but not *Cse*^*+/−*^ mice (Fig. 4b), demonstrating OSR activation.

**Fig. 4:**
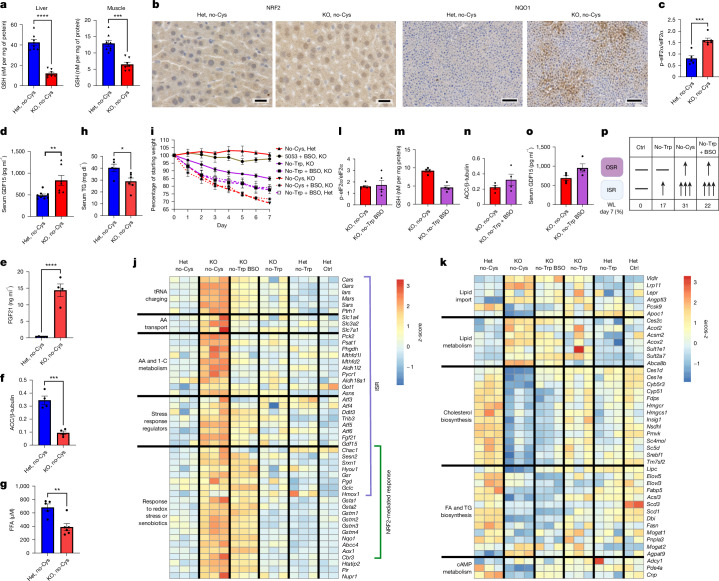
General EAA deficiency coupled with a deficiency in GSH partially phenocopies cysteine deficiency. **a**, GSH levels in liver and muscle of CR male *Cse*^*+/−*^ and *Cse*^*−/−*^ mice at day 2 on the no-Cys diet. *n* = 7 per group. **b**, Representative IHC staining (*n* = 4 per group) of NRF2 and NQO1 in the liver of *Cse*^*+/−*^ and *Cse*^*−/−*^ mice on a CR no-Cys diet at day 3. **c**, The p-eIF2α/eIF2α ratio in *Cse*^*+/−*^ and *Cse*^*−/−*^ mice on a CR no-Cys diet at day 2. *n* = 5 (*Cse*^*+/−*^) and *n* = 6 (*Cse*^*−/−*^). **d**,**e**, The GDF15 (**d**) and FGF21 (**e**) serum levels at day 2 of CR no-Cys diet. *n* = 8 (*Cse*^*+/−*^, GDF15), *n* = 7 (*Cse*^*−*^^*/−*^, GDF15), *n* = 5 (*Cse*^*+/−*^, FGF21) and *n* = 4 (*Cse*^*−*^^*/−*^, FGF21). **f**, ACC1 protein levels normalized to β-tubulin in *Cse*^*+/−*^ and *Cse*^*−/−*^ mice at day 2 on a CR no-Cys diet. *n* = 4 per group. **g**,**h**, The FFA (**g**) and TG (**h**) serum levels at day 2 of a CR no-Cys diet. *n* = 5 (*Cse*^*+/−*^), *n* = 6 (*Cse*^*−/−*^). **i**, Body-weight measurements of *Cse*^*+/−*^ and *Cse*^*−/−*^ mice on different diets. *n* ≥ 4 in each group. **j**,**k**, Representative bulk liver mRNA-seq data for multiple groups represented as a heat map for genes in ISR and OSR (**j**), and those related to cholesterol and lipid metabolism (**k**). A complete list of differentially expressed genes for all sequenced samples is presented in Supplementary Table 2. **l**–**o**, The p-eIF2α/eIF2α ratio in the liver (**l**), liver GSH (**m**), ACC1 protein levels normalized to β-actin (**n**) and serum GDF15 (**o**) in CR *Cse*^*−/−*^ mice on a no-Cys diet compared with CR *Cse*^*−/−*^ mice on a no-Trp + BSO diet at day 2. *n* = 5 (**l**) and *n* = 4 (**m**–**o**) per group. **p**, Summary of the effects of no-Trp, no-Cys and no-Trp + BSO diets in *Cse*^*−/−*^ mice. WL, weight loss. The diagram in **p** was created using BioRender. Statistical analysis was performed using unpaired *t*-tests (**a** and **d**–**h**). Data are mean ± s.e.m. **P < 0.01, ****P < 0.0001. Scale bars, 20 μm (left) and 100 μm (right). Source Data

Consistent with ISR activation, we detected an increase in phosphorylated eIF2α (p-eIF2α) in the livers of *Cse*^*−/−*^ mice on the no-Cys diet compared with heterozygous mice on the no-Cys diet (Fig. 4c). To verify the ISR contribution to weight loss and food aversion, we attempted to create *Gcn2 Cse* double-knockout mice. However, 80% of such mice displayed hindlimb paralysis and died with 8 weeks, therefore preventing us from proceeding further. This phenotype suggests that *Cse*^*−/−*^ mice, even on standard chow, exhibit a basal ISR driven by *Gcn2*, as evidenced by the mild increase in ISR genes such as *Asns* in the liver (Supplementary Table 2). Moreover, this experiment suggests that the ISR is absolutely required for adaptation to Cys deficiency.

As anticipated by the transcriptomics results, there was an increase in GDF15 and FGF21, stress hormones associated with ISR and OSR^44,45^, in the serum of *Cse*^*−/−*^ mice on the no-Cys diet, but not in *Cse*^*+/−*^ mice or in mice fed other diets (Fig. 4d,e and Extended Data Figs. 3b,c and 4d,e). Moreover, both hormones were elevated in WT (B6) mice on a methionine-free (no-Met) and no-Cys diet, but not on a no-Met or control diet, at both days 3 and 7 (Extended Data Fig. 5a–e). To test whether this elevation influenced weight loss, we fed *Gdf15*-KO or *Fgf21*-KO mice a no-Met and no-Cys diet. We observed reduced weight loss in *Gdf15*-KO mice on day 1, although the difference diminished by day 7 (Extended Data Fig. 5f,g). Similarly, *Fgf21*-KO mice also exhibited a significant attenuation of weight loss (Extended Data Fig. 5h,i), arguing that both hormones contribute to weight loss on a no-Cys diet.

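*Trib3* (ENSMUSG00000032715, chromosome 2 of GRCm38, 152337422 to 152344032) encodes tribbles pseudokinase 3. In liver it was expressed at 52.8 ± 11.9 CPM (SD, n = 4) in *Cse*-/- mice on the no-Cys diet, compared with 17.0 ± 5.19 CPM (SD, n = 4) in *Cse*+/- mice on the same diet and 7.40 ± 2.58 CPM (SD, n = 2) in *Cse*+/- mice on the control diet. The log2 fold change was 1.63 against *Cse*+/- no-Cys mice (standard error 0.203, edgeR adjusted p = 1.80e-05), with a range from 1.51 (without av03) to 1.83 (without av02) when each mouse was left out, and 2.83 against *Cse*+/- control mice (standard error 0.286, edgeR adjusted p = 3.61e-06). On the no-Trp diet *Trib3* was at 33.3 ± 6.33 CPM (SD, n = 3) in *Cse*-/- mice, 2.16 above *Cse*+/- control mice on the log2 scale (standard error 0.287, edgeR adjusted p = 5.44e-04). Both comparisons with *Cse*+/- control mice change genotype and diet together. The difference between *Cse*-/- mice on the no-Cys and no-Trp diets, 0.67 (standard error 0.211, edgeR adjusted p = 0.0488), lost its call with upper-quartile factors (0.0598), in a fit of only the groups compared (0.0778), with libraries thinned to the shallowest (0.0554) and when any mouse but av08 was left out (highest without av16, 0.187).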

The ISR-dependent gene *Trib3* was notably upregulated in the liver of cysteine-deprived animals. Acetyl-CoA carboxylase 1 (ACC1), the rate-limiting enzyme in FA biosynthesis, which is negatively regulated by TRIB3^46^, was markedly reduced in *Cse*^*−/−*^ mice compared with in *Cse*^+/−^ mice on the no-Cys diet (Figs. 3b and 4f), further suggesting a reduction in de novo lipogenesis in the liver. Accordingly, there was significant reduction in serum TGs and FFAs on day 2 in *Cse*^*−/−*^ compared with *Cse*^+/−^ mice on the no-Cys diet (Fig. 4g,h).

Given the significant changes in the liver after Cys restriction, we tested whether restoring *Cse* expression in a liver-specific manner can rescue the phenotype. Administration of adeno-associated virus AAV8 with *TBG-CSE* completely prevented weight loss and preserved liver GSH and serum TG and FFA levels (Extended Data Fig. 6). Redistribution of GSH produced in the liver may contribute to the mitigation of the effects of cysteine deprivation.

To confirm that weight loss in the setting of cysteine deficiency is due to the concurrent induction of the ISR and OSR, we fed mice a no-Trp diet while administering l-buthionine sulfoximine (BSO), a specific inhibitor of γ-glutamyl cysteine synthase, which decreases GSH but not cysteine (Fig. 1a). By day 3, the no-Cys and no-Trp + BSO diets resulted in approximately 20% and 18% weight loss, respectively, in *Cse*^*−/−*^ mice. However, by day 7, the no-Trp + BSO group had lost only 22%, in comparison to 31% in the no-Cys group, leaving a 9% unexplained difference in weight loss (Fig. 4i). We therefore compared the transcriptional response in livers of *Cse*^*−/−*^ mice on no-Cys versus no-Trp + BSO diets (Fig. 4j,k). 

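Livers of *Cse*-/- mice on the no-Trp diet with BSO (n = 4) were compared with those of *Cse*-/- mice on the no-Cys diet (n = 4) and on the no-Trp diet without BSO (n = 3). Fig. 4j,k draw 1 library fewer than were mapped here in 3 of the groups without naming it, so all mapped libraries were used. Between the no-Trp + BSO and no-Cys groups, 210 genes were higher and 196 lower with BSO (DESeq2 876 in all, 400 shared with edgeR). These counts depended on single mice: they were 25 and 43 without av05, 18 and 34 without av06, 41 and 54 without av07, 564 and 463 without av08, 31 and 49 without av09, 32 and 40 without av11 and 87 and 74 without av12. Between the no-Trp + BSO and no-Trp groups, 72 genes were higher and 45 lower with BSO (DESeq2 352 in all, 116 shared with edgeR). Here the counts were 24 and 12 without av09, 100 and 72 without av10, 35 and 13 without av11, 45 and 29 without av12 and 28 and 22 without av15.

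Among called genes whose CPM did not overlap between the groups, *Vmn2r3* (−6.16, standard error 1.02, edgeR adjusted p = 0.00545), *Cox6a2* (−4.87, standard error 0.727, edgeR adjusted p = 0.00311) and *Pck2* (−3.04, standard error 0.336, edgeR adjusted p = 1.48e-04) fell most in the no-Trp + BSO relative to the no-Cys group, and stayed called with any mouse left out. *Pck2* encodes mitochondrial phosphoenolpyruvate carboxykinase. The largest increases did not stay: *Serpina4-ps1* (3.21, edgeR adjusted p = 0.0482) kept its call only without av08, *Dct* (2.06, edgeR adjusted p = 0.0238) only without av08 or av10, and *Car1* (1.88, edgeR adjusted p = 0.0202) only without av08, av10 or av12. Relative to the no-Trp group, *Gstm3*, *Gstp2* (2.14, edgeR adjusted p = 0.0388) and *Gstm2-ps1* (2.07, edgeR adjusted p = 1.35e-04) rose most and *Fbf1* (−2.35, edgeR adjusted p = 0.0193), *Dlec1* (−2.20, edgeR adjusted p = 0.0137) and *Thrsp* (−2.02, edgeR adjusted p = 0.0341) fell most. *Gstp2* was called only without av10 or av14, *Thrsp* only without av10, *Dlec1* not without av12 (0.0515) or av15 (0.0777), and *Fbf1* not without av09, av11, av12 or av15 (−1.30, edgeR adjusted p = 0.195). Other genes hold 52.3% of the 61-base words of *Gstp2* and 38.2% of those of *Gstm2-ps1*.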

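ISR transcripts were summarised per liver as the mean log2 CPM of their 14 genes, relative to *Cse*+/- control livers. This score was 2.57 ± 0.61 (SD, n = 4) on the no-Cys diet and 1.50 ± 0.29 (SD, n = 4) on the no-Trp diet with BSO in *Cse*-/- mice. The lowest no-Cys mouse, av08 at 1.71, lay within the BSO range of 1.09 to 1.75. Gene by gene, 13 of the 14 were lower in the no-Trp + BSO than in the no-Cys group, with a median log2 fold change of −1.02 (camera adjusted p = 1.02e-11; 0.0125 with an estimated correlation and 8.27e-04 under fry) that stayed between −1.32 (without av10) and −0.68 (without av07). Of 35 splits of the libraries, 3 gave a median as large. Among the 14, 6 were called and 8 when adjusted over the list alone. *Psat1* (−2.43, standard error 0.299, edgeR adjusted p = 5.46e-04) and *Mthfd2* (−2.10, standard error 0.329, edgeR adjusted p = 0.00445) were called whichever mouse was left out. *Pycr1* (−1.97, edgeR adjusted p = 0.0202), *Asns* (−1.72, edgeR adjusted p = 0.0366), *Slc3a2* (−0.83, edgeR adjusted p = 0.0200) and *Atf5* (−1.05, edgeR adjusted p = 0.0221) were not, and all of them lost their calls without av06 (0.0838, 0.107, 0.0786 and 0.0771), av07, av09, av11 or av12. *Asns* was not called by DESeq2 either (DESeq2 adjusted p = 0.0610). *Fgf21* (−2.06, standard error 0.576, edgeR adjusted p = 0.0577) was called only without av08 (−2.44, 0.00249), without av10 (−2.69, 0.0347) or without a filter on low counts (0.00126). *Gdf15* (−0.76, edgeR adjusted p = 0.424), *Trib3* (−0.31, edgeR adjusted p = 0.395) and *Ddit3* (0.036, edgeR adjusted p = 0.933) did not differ beyond the spread between mice. *Chac1* (−0.99, edgeR adjusted p = 0.209) was called only without av10 (−1.60, 0.0439). The tRNA charging genes were lower by a median of −0.35, 18 of 20, with 7 called and 13 when adjusted over the list alone (camera adjusted p = 7.51e-12).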

The transcriptional upregulation of ISR was slightly weaker in the no-Trp + BSO group compared with the no-Cys group, notwithstanding the similar level of p-eIF2α (Fig. 4j,l).

Consistent with the reduction in liver GSH of *Cse*^*−/−*^ mice on no-Trp + BSO and no-Cys diets, there was highly similar upregulation of OSR in both groups (Fig. 4j,m). 

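Relative to *Cse*-/- mice on the no-Trp diet without BSO, all 8 OSR genes were higher in both groups. On the no-Cys diet their median log2 fold change was 2.09 (8 called, camera adjusted p = 9.70e-33), and with BSO it was 1.68 (7 called, 8 when adjusted over the list alone, camera adjusted p = 3.35e-35). The exception with BSO was *Gsta1* (1.44, standard error 0.441, edgeR adjusted p = 0.131), most of whose sequence is shared with other genes. It was called by DESeq2 (DESeq2 adjusted p = 0.0488) and without a filter on low counts (edgeR adjusted p = 0.0318), and under the other alternatives its adjusted p lay between 0.109 and 0.306. *Srxn1* was at 72.7 ± 10.5 CPM (SD, n = 4) with BSO and at 23.4 ± 1.87 CPM (SD, n = 3) without it, a log2 fold change of 1.64 (standard error 0.147, edgeR adjusted p = 9.59e-06). *Nqo1* rose by 1.87 and *Gstm1* by 2.03. *Gstm3* (2.23, edgeR adjusted p = 0.00662) lost its call without av15 (0.0525), and *Gsta2* (1.72, edgeR adjusted p = 0.0137) without av09 (0.0501), av15 (0.0856) or av16 (0.0535).

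Compared directly, the OSR genes were lower with BSO than on the no-Cys diet, all 8 of them, by a median of −0.47 (camera adjusted p = 1.64e-05, 0.0126 under fry and 0.0741 with an estimated correlation), which ran from −0.59 without av12 to −0.35 without av10. A median as large came from 6 of 35 splits of the libraries. *Gstm3* (−1.41, edgeR adjusted p = 0.0297) and *Gstm4* (−0.80, edgeR adjusted p = 0.0338) were called, but only av08 could be left out without losing both calls (without av06, −1.13 at 0.108 and −0.66 at 0.122). Adjusted over the list alone, 5 were called. *Srxn1* (−0.32, standard error 0.128, edgeR adjusted p = 0.168) was among these 5 but was not called over all genes. *Nqo1* (−0.16, edgeR adjusted p = 0.729) and *Gstm1* (−0.18, edgeR adjusted p = 0.704) did not differ beyond the spread between mice. Both changed sign without av10 (0.032 and 0.024). As a score over the 8 genes, relative to *Cse*+/- control livers, the no-Cys group was at 2.32 ± 0.37 (SD, n = 4; 1.98 to 2.66) and the no-Trp + BSO group at 1.68 ± 0.48 (SD, n = 4), where mouse av10 was at 0.97 and the highest at 1.97. *Cse*-/- no-Trp mice without BSO were at 0.020 ± 0.13 (SD, n = 3).

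**Figure D3:**
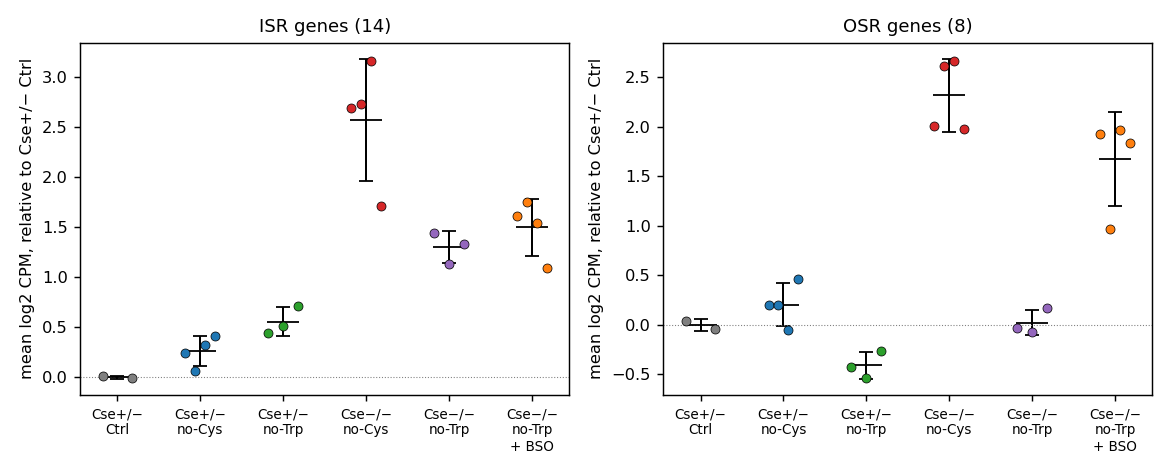
Mean log2 CPM of the 14 ISR genes (left) and the 8 OSR genes (right) in each liver, relative to the mean of *Cse*+/- control livers; points are mice, bars are means ± SD. The OSR score lies at or above 0.97 in every *Cse*-/- no-Cys and no-Trp + BSO mouse and at or below 0.47 in every other mouse.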

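The effect of BSO on lipid synthesis genes was read from *Cse*-/- mice on the no-Trp diet with (n = 4) and without BSO (n = 3). All 20 cholesterol synthesis genes were lower with BSO, by a median log2 fold change of −0.61 (camera adjusted p = 1.01e-18; 0.0237 with an estimated correlation and 0.00450 under fry), and 2 of 35 splits of the libraries gave a median as large. *Hsd17b7* (−0.72, standard error 0.143, edgeR adjusted p = 0.0181), *Acat2* (−0.64, standard error 0.116, edgeR adjusted p = 0.0103) and *Lss* (−0.54, standard error 0.118, edgeR adjusted p = 0.0330) were called, and 17 when adjusted over the list alone. Of the 12 FA synthesis genes, 11 were lower, by a median of −0.69 (camera adjusted p = 1.26e-11; 0.0102 with an estimated correlation and 8.91e-04 under fry). Those called were *Scd1* (−2.98, standard error 0.655, edgeR adjusted p = 0.0341), *Acacb* (−1.17, standard error 0.228, edgeR adjusted p = 0.0165) and *Fads1* (−0.77, standard error 0.153, edgeR adjusted p = 0.0181), and 9 were called when adjusted over the list alone. *Acaca* was at 23.9 ± 3.91 CPM (SD, n = 4) with and 36.9 ± 6.49 CPM (SD, n = 3) without BSO (log2 fold change −0.63, standard error 0.152, edgeR adjusted p = 0.0563). *Srebf1* was lower with BSO but not called (−0.64, edgeR adjusted p = 0.327).

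Between the no-Trp + BSO and the no-Cys diet, the cholesterol synthesis genes did not differ as a set (median 0.088, 12 positive and 8 negative, camera adjusted p = 0.261), with 1 gene called higher (*Ebp*, 0.43, edgeR adjusted p = 0.0241). The set's direction depended on single mice: the median was −0.14 without av10 and −0.033 without av05, and it was called higher without av06 (0.17, camera adjusted p = 0.0371), av08 (0.22, 0.0213), av09 (0.14, 0.0274) or av11 (0.16, 0.0340). The FA synthesis genes were lower with BSO by a median of −0.39, 9 of 12 (camera adjusted p = 2.37e-04; 0.0193 under fry and 0.106 with an estimated correlation). Of these, *Acaca* (−0.67, standard error 0.143, edgeR adjusted p = 0.0209) and *Acacb* (−0.84, standard error 0.215, edgeR adjusted p = 0.0402) were called, and 4 when adjusted over the list alone.

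**Figure D4:**
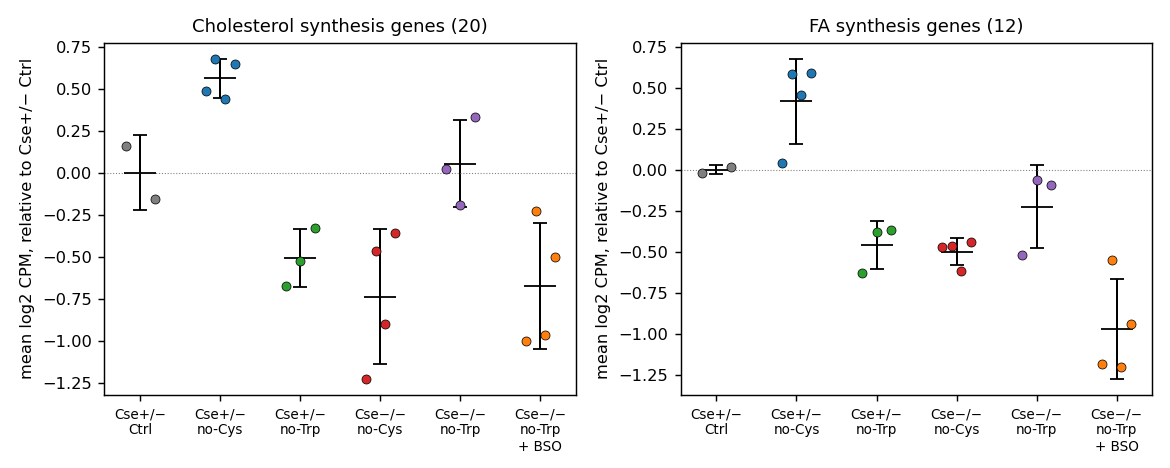
Mean log2 CPM of 20 cholesterol synthesis genes (left) and 12 FA synthesis genes (right) in each liver, relative to the mean of *Cse*+/- control livers; points are mice, bars are means ± SD. The cholesterol score is −0.74 ± 0.40 (SD, n = 4) in *Cse*-/- no-Cys, −0.67 ± 0.37 (SD, n = 4) in no-Trp + BSO and 0.055 ± 0.26 (SD, n = 3) in *Cse*-/- no-Trp mice.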

Inclusion of BSO also substantially downregulated cholesterol and FA biosynthesis genes, aligning with previous studies involving GSH depletion^47^ (Fig. 4k). By day 2, liver ACC1 levels, as well as the levels of serum GDF15, were comparable between *Cse*^*−/−*^ mice on either no-Trp + BSO or no-Cys diets (Fig. 4n,o). These results indicate that liver GSH primarily controls the OSR and de novo FA and cholesterol biosynthesis.

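Set against *Cse*+/- control livers (n = 2), *Cse*-/- no-Trp + BSO livers (n = 4) had an OSR median log2 fold change of 1.85 (7 of 8 called, 8 when adjusted over the list alone, camera adjusted p = 1.06e-16), a cholesterol synthesis median of −0.50 (6 of 20 called, camera adjusted p = 1.50e-07) and an FA synthesis median of −0.65 (3 of 12 called, camera adjusted p = 2.63e-06). The OSR call held with an estimated correlation (0.0132), whereas the lipid calls held under fry (0.0232 and 0.00252) but not with an estimated correlation (0.189 and 0.0743). *Cse*-/- no-Cys livers had an OSR median of 2.33, a cholesterol synthesis median of −0.64 (camera adjusted p = 9.92e-07) and an FA synthesis median of −0.31 (camera adjusted p = 0.0934) against the same controls. For *Cse*-/- no-Trp livers without BSO the OSR median was 0.0065 (camera adjusted p = 0.731): edgeR called 0 of 8, 2 were higher and 1 lower at an unadjusted p under 0.05, and DESeq2 called 0. The ISR median with BSO was 1.23 (6 of 14 called, camera adjusted p = 5.99e-10). All of these comparisons with *Cse*+/- control livers change genotype and diet together. In the paper's reasoning BSO blocks GSH synthesis in mice that still receive cysteine, and the no-Cys diet lowers GSH as well. From the similar OSR in both groups, the lower cholesterol and FA synthesis genes with BSO and comparable liver ACC1 and serum GDF15, the paper proposes that liver GSH primarily controls the OSR and de novo FA and cholesterol synthesis.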

## Cys depletion leads to lower CoA

CoA has a central role in energy metabolism. CoA deficiency is expected to cause substantial abnormalities in cellular metabolism and can potentially explain the additional 9% weight loss in *Cse*^*−/−*^ mice on the no-Cys diet compared to no-Trp + BSO diet (Fig. 4p). CoA is synthesized through the condensation of B5, cysteine and ATP and is thought to be highly stable^48^ (Fig. 5a). While CoA levels are typically not impacted by B5 deficiency, the effect of cysteine restriction on CoA pools has not been studied.

**Fig. 5:**
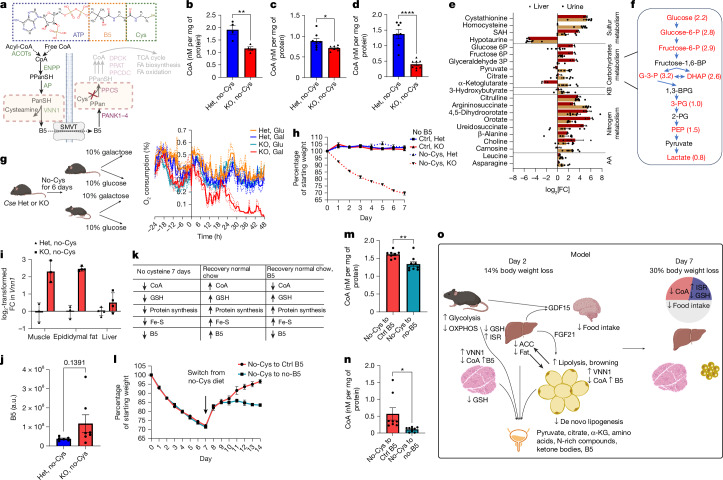
Cysteine deficiency leads to metabolic inefficiency by depleting CoA. **a**, CoA structure and pathways for its production and degradation. PPanSH, phosphopantetheine; PanSH, pantetheine; PPan, phosphopantothenate; TCA, tricarboxylic acid. **b**–**d**, CoA levels in the liver (**b**) and muscle (**c**) at day 2 and in the liver at day 7 (**d**) from *Cse*^*+/−*^ and *Cse*^*−/−*^ mice on a no-Cys diet. *n* ≥ 4 for all groups. **e**,**f**, Quantification (**e**) and glycolytic pathway schematic (**f**) of metabolite changes in the urine and liver of *Cse*^*−/−*^ mice compared with *Cse*^*+/−*^ mice on a no-Cys diet. *n* = 6 (*Cse*^*+/−*^, urine), *n* = 7 (*Cse*^*−/−*^, urine), *n* = 4 (*Cse*^*+/−*^, liver) and *n* = 3 (*Cse*^*−/−*^, liver). KB, ketone bodies. *P* < 0.05 was observed for all metabolites, except for 3-hydroxybutyrate (*P* = 0.0891) (**e**). For **f**, liver glycolytic intermediates that are upregulated in KO are shown in red, with *P* < 0.05 and log_2_[fold change] in brackets. **g**, O_2_ consumption by mice that were provided with galactose (gal) or glucose (glu) as a sole carbon source after feeding on a no-Cys diet. *n* = 4. **h**, Weight measurements of *Cse*^*+/−*^ and *Cse*^*−/−*^ mice on a no-B5 diet or a no-B5 and no-Cys diet. *n* = 4 per group. **i**, Changes in *Vnn1* mRNA expression levels across tissues at day 2 of a CR no-Cys diet (Supplementary Tables 2–4). **j**, Urine B5 levels in *Cse*^*+/−*^ and *Cse*^*−/−*^ mice at day 2 of a CR no-Cys diet. a.u., arbitrary units. **k**, The expected levels of various cysteine-containing metabolites under different conditions. **l**, Weight measurements of *Cse*^*−/−*^ mice after 7 days of a no-Cys diet followed by 7 days of either a control diet or a no-B5 diet. *n* = 5 per group. **m**,**n**, Liver (**m**) and muscle (**n**) CoA levels in mice on day 14 from the experiment shown in **l**. *n* = 8 (*Cse*^*+/−*^) and *n* = 9 (*Cse*^*−/−*^) in **m** and **n**. **o**, Model summary. The diagrams in **a**, **g, k** and **o** were created using BioRender. CoA structure in **a** obtained from https://www.rcsb.org/chemical-sketch (Marvin JS by Chemaxon). Statistical analysis was performed using unpaired *t*-tests (**b**–**f**, **j**, **m** and **n**). Data are mean ± s.e.m. Source Data

Our experiments revealed lower total CoA levels in cysteine-deprived *Cse*^*−/−*^ mice. By day 2, there was a notable 30% decrease in liver CoA levels and a weak but significant 15% decrease in muscle, compared with *Cse*^*+/−*^ mice. This decline was even more pronounced by day 7, with a 75% reduction in liver CoA levels in *Cse*^*−/−*^ mice on the no-Cys diet (Fig. 5b–d).

To further understand the metabolic changes linked to reduced CoA, we examined the liver and urine metabolomes of *Cse*^*−/−*^ and *Cse*^*+/−*^ mice after 2 days on a no-Cys diet. There were marked increases in the urine levels of pyruvate, citrate and α-ketoglutarate, metabolites that are involved in reactions preceding CoA-requiring steps in the tricarboxylic acid cycle (Fig. 5e, Extended Data Fig. 7a,b and Supplementary Table 5). Furthermore, the livers of *Cse*^*−/−*^ mice displayed marked accumulation of nearly all intermediates in the glycolysis pathway (Fig. 5f and Extended Data Fig. 7a).

The elevated levels in urine of multiple amino acids as well as intermediates in the urea cycle and pyrimidine biosynthesis indicate their diminished use for energy production (Fig. 5e and Extended Data Fig. 7a,c). However, the presence of ketone bodies in the urine suggests that, despite the low CoA, CoA-dependent FA degradation proceeds unimpeded (Fig. 5e). The increased liver levels of acyl-carnitines suggests futile attempts to recycle free CoA from acyl-CoA, and serve as alternative source of energy for brown fat^49^ (Extended Data Fig. 7d).

Consistent with the reduced CoA, basal O_2_ respiration was significantly decreased in lymph node T cells from *Cse*^*−/−*^ mice after 7 days of cysteine deprivation, but not in those deprived of tryptophan. This suggests a compromised capacity for oxidative phosphorylation (Extended Data Fig. 7e,f). To further investigate the systemic effect of low CoA on mitochondrial activity, we restricted *Cse*^*−/−*^ mice to either 10% glucose or 10% galactose solution as their sole energy source in the drinking water after 6 days on control, no-Cys or no-Trp diets (Fig. 5g). In contrast to glucose, galactose does not provide net ATP through glycolysis, forcing mice to rely entirely on oxidative phosphorylation for survival. Within 24 h of receiving only galactose, *Cse*^*−/−*^ mice on the no-Cys diet showed a significant drop in O_2_ consumption. These mice, in contrast to those on control or no-Trp diets, had to be euthanized within 42 h due to their inability to survive on galactose as their sole energy source (Fig. 5g and Extended Data Fig. 7g,h). As expected, no weight loss was observed with a B5-free diet, and there was no additional effect when B5 was removed from the cysteine-free diet. This underscores cysteine as the primary limiting factor for CoA biosynthesis (Fig.  5h).

To learn how carbohydrate metabolism changed with CoA depletion, we performed ^13^C-glucose tracing in *Cse*^*+/−*^ and *Cse*^*−/−*^ mice deprived of cysteine for 3 days (Extended Data Fig. 8a and Supplementary Table 6). Consistent with inefficient conversion of pyruvate to acetyl-CoA, there was a clear trend for elevated m+3 lactic acid in the liver of Cse^*−/−*^ mice (Extended Data Fig. 8b,c). There was also a significant increase in urine of m+3 orotate, which is derived from pyruvate carboxylation to oxaloacetate, demonstrating another mechanism by which *Cse*^*−/−*^ mice can waste carbon in the absence of CoA (Extended Data Fig. 8b,d).

Collectively, these findings suggest that, after cysteine deprivation, the carbon skeletons from dietary glucose and amino acids are lost in the urine in the form of intermediary metabolites, while lipid stores are used for ATP production.

There was also a significant increase in m+2 creatine and its precursor, guanidoacetic acid, in both the liver and urine of *Cse*^*−/−*^ mice (Extended Data Fig. 8b,e–h). Given their substantial fat loss, elevated futile creatine cycling could contribute to thermogenesis during the observed weight loss^50^. Unexpectedly, we also detected upregulation of the cytoplasmic creatine kinase gene (*Ckm*) along with the suppression of its mitochondrial isoform (*Ckmt*), in the epididymal fat of *Cse*^*−/−*^ mice (Extended Data Fig. 8i). Moreover, peak energy expenditure was significantly increased in *Cse*^*−/−*^ mice on a no-Cys diet, alongside an increase in total liver creatine level by day 6 (Extended Data Fig. 8j,k). This suggests that the compromised mitochondrial activity due to CoA deficiency necessitates cytoplasmic futile creatine cycling for thermogenesis.

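Respiratory complexes were taken as 75 nuclear-encoded structural subunits of the complexes of oxidative phosphorylation and, apart from them, 11 mitochondrially encoded genes with enough counts for a test. In *Cse*-/- relative to *Cse*+/- mice on the no-Cys diet (n = 4 each), 61 of the 75 nuclear genes were lower, with a median log2 fold change of −0.16. Of these, 16 were called lower, down to −0.61 (*Ndufa1*), and 1 higher (*Cox7a2l*, 0.36). The camera adjusted p was 0.00139, and 0.165 without mouse av04 (median −0.061), and 3 of 35 splits of the libraries gave a median as large. Against *Cse*-/- mice on the no-Trp diet (n = 3), *Cse*-/- no-Cys mice had 69 of 75 lower, with a median of −0.23 and 20 called, 35 when adjusted over the list alone (camera adjusted p = 8.00e-10). In *Cse*-/- mice on the no-Trp diet, BSO came with 68 of 75 lower and a median of −0.11 (camera adjusted p = 1.31e-05, and 0.167 without av14, with a median of −0.044), with 4 of 35 splits as large. There edgeR called 0 genes, 12 were lower at an unadjusted p under 0.05, and DESeq2 called 0. The no-Trp + BSO and no-Cys groups differed by a median of 0.10 with 1 gene called (camera adjusted p = 2.13e-04). With an estimated correlation none of these sets was called (camera adjusted p from 0.239 to 0.497), and under fry only that of *Cse*-/- no-Cys against no-Trp mice (0.0126).

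The mitochondrially encoded genes had a median of −0.70 in *Cse*-/- relative to *Cse*+/- mice on the no-Cys diet (11 of 11 lower, 9 called, camera adjusted p = 8.27e-08) and of −0.39 with BSO relative to no-Trp alone (11 of 11 lower, camera adjusted p = 4.01e-06). With BSO, edgeR called 0 of them, 7 were lower at an unadjusted p under 0.05 and in a test adjusted over the list alone, and DESeq2 called 2. Several have copies in the nuclear genome, and among the 7 without near-complete copies the median on the no-Cys diet was −0.62, with 7 called. Poly(A) selection and total mitochondrial content also enter these values.

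**Figure D5:**
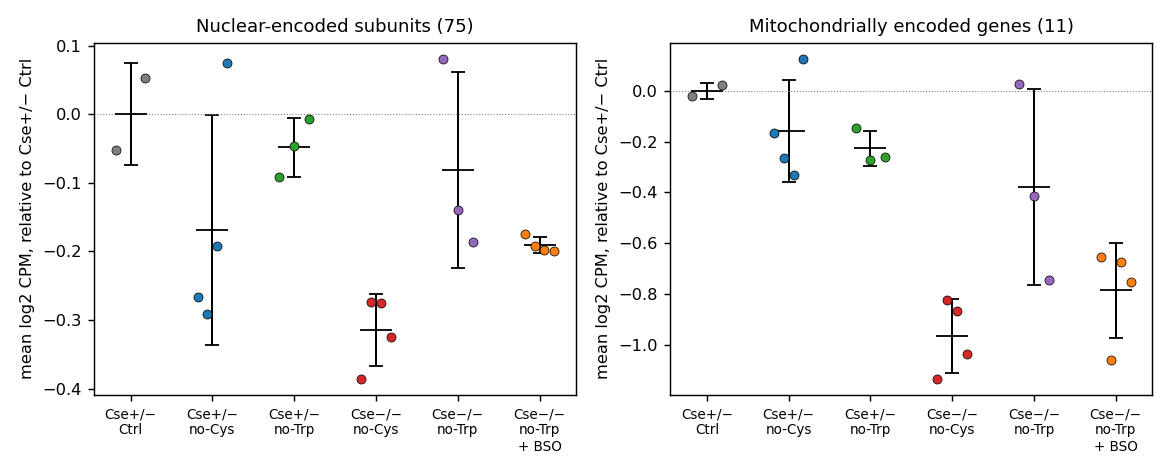
Mean log2 CPM of 75 nuclear-encoded subunits of respiratory complexes (left) and 11 mitochondrially encoded genes (right) in each liver, relative to the mean of *Cse*+/- control livers; points are mice, bars are means ± SD, and the axes differ in range. The nuclear score is −0.31 ± 0.053 (SD, n = 4) in *Cse*-/- no-Cys, −0.17 ± 0.17 (SD, n = 4) in *Cse*+/- no-Cys and −0.19 ± 0.012 (SD, n = 4) in no-Trp + BSO mice.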

In mice deprived of cysteine or placed on a no-Trp diet + BSO, we also detected a slight but consistent decrease in the expression of multiple genes associated with mitochondrial respiratory complexes. This may be an adaptive mechanism to mitigate reactive oxygen species (Extended Data Fig. 9).

There are multiple ways for Cys deficiency to induce metabolic inefficiencies. Besides depleting CoA, low Cys availability can compromise Fe-S cluster assembly, downregulate mitochondrial protein biosynthesis or disturb the redox balance through low GSH. The upregulation of a pantetheinase *Vnn1* in adipose and muscle tissues of *Cse*^*−/−*^ mice on the no-Cys diet suggests increased degradation of pantetheine into B5 and cysteamine^48^ (Fig. 5a,i). Normally, *Vnn1* is activated under starvation and fasting conditions to redirect CoA from peripheral tissues to the liver^48^. However, in the context of cysteine deficiency, the inability to resynthesize CoA in *Cse*^−/−^ mice results in CoA insufficiency and urinary loss of B5 (Fig. 5j), implying that, by day 7 on a no-Cys diet, along with the depletion of other cysteine containing molecules, the *Cse*^*−/−*^ mice would also have lower B5 (Fig. 5k).

Indeed, when we reverted cysteine-deprived *Cse*^*−/−*^ mice to a cysteine-sufficient but B5-deficient diet, they failed to gain as much weight as mice on the control B5 and cysteine-sufficient diet (Fig. 5l). Accordingly, GSH was fully rescued in the liver and partly in the muscle, while CoA levels were still significantly lower on the B5-deficient diet (Fig. 5m,n and Extended Data Fig. 10a,b). Furthermore, restoring B5 in drinking water after 7 days on the B5-deficient diet promptly rescued the difference in weight recovery (Extended Data Fig. 10c). Taken together, our results indicate that the loss of CoA contributes to metabolic inefficiency and weight loss on a no-Cys diet (Fig. 5k). The lack of CoA alone probably leads to significant changes in metabolism, contributing to rapid weight loss and preventing weight gain, showing that CoA is a major regulator of metabolic efficiency.

## Discussion

Our results indicate that cysteine deprivation triggers a global reprogramming of metabolic processes, culminating in rapid and readily reversible weight loss through the decline in adipose tissue lipid content, reduced lipogenesis and excretion of intermediary metabolites that cannot be effectively used (Fig. 5o). These results extend earlier studies that demonstrated an essential role of cysteine in *Cse*^*−/−*^ mice and also reported weight loss without compromising liver function, albeit at a much slower rate with a low-cysteine diet^12,13^. Our results show that cysteine, rather than methionine, mediates the benefits of SAAR. Another group has also demonstrated similar findings using a different Cse KO background and a different cysteine-free diet^51^, highlighting the high reproducibility of these results.

Owing to its potent cytotoxicity^52^, the cellular concentration of cysteine is the lowest of all amino acids^53^. In mammals, most dietary cysteine is absorbed by the liver and is rapidly converted into much safer molecules—GSH and taurine^54^. When animals are exposed to a no-Cys diet, intracellular cysteine is rapidly depleted due to protein, GSH and CoA synthesis. Thus, a combination of low cysteine concentration, a high demand across multiple cellular processes and oxidative stress mediated by a reduction in GSH probably explains the amplified transcriptional response to cysteine deficiency compared with other amino acid deficiencies. This may also clarify why, despite similar p-eIF2α levels, the no-Trp diet combined with BSO did not elicit an identical transcriptional response in ISR-associated genes.

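In *Cse*-/- mice on the no-Trp diet, adding BSO left the ISR genes near where they were: 11 of 14 were higher, by a median log2 fold change of 0.20 (camera adjusted p = 0.0535). Of these, edgeR called 0, 2 were higher at an unadjusted p under 0.05 and DESeq2 called 0. It passed the threshold without av12 (0.43, camera adjusted p = 0.00914) or av16 (0.22, 0.0333), and with RLE factors (0.19, 0.0485), upper-quartile factors (0.18, 0.0407), no filter on low counts (0.0411) or a fit of only the groups compared (0.0110). It did not under fry (0.250) or with an estimated correlation (0.379). The ISR score of *Cse*-/- no-Trp mice was 1.30 ± 0.16 (SD, n = 3). The tRNA charging genes were higher with BSO by a median of 0.23, 18 of 20, with 1 called and 3 when adjusted over the list alone (camera adjusted p = 3.67e-07; 0.00927 under fry and 0.0741 with an estimated correlation). Of 35 splits of the libraries, 2 gave a median as large.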

Our findings suggest that millimolar GSH levels in tissues do not prevent weight loss by acting as a cysteine reservoir. Consequently, animals reduce metabolism by lowering CoA levels and suppressing protein synthesis, avoiding the rapid release of cytotoxic cysteine. This aligns with human studies linking high cysteine levels to obesity, neurological disorders and cardiovascular diseases^55–59^. Supporting evidence from rodents and nematodes shows that restricting sulfur amino acids can extend lifespan^23,25,26^.

The upregulation of vanin (*Vnn1*), results in rapid depletion of CoA through its degradation into cysteamine and B5, which cannot be effectively reused in the liver due to the lack of cysteine. The use of FAs rather than carbohydrates when CoA levels are limited could potentially be driven by a lower *K*_m_ for acyl-CoA synthetases compared with that for pyruvate dehydrogenase^60,61^. Thus, as CoA becomes limiting, lipids could become the preferred energy source leading to the lower RER observed. Our study demonstrates that cysteine-deficiency-induced CoA loss results in metabolic reprogramming and inefficiency, leading to urinary excretion of both glycolytic and tricarboxylic-acid-cycle intermediates, ketone bodies and other biosynthetic intermediates, contributing to the observed weight loss.

Both GSH depletion and ISR also suppress mitochondrial activity, reducing reactive oxygen species production and preventing the formation of new mitochondria^62,63^. Thus, the combined effect of ISR, GSH loss and CoA deficiency probably contributes to the overall mitochondrial inefficiency.

In summary, our findings unravel the profound impact of rendering a non-EAA essential and subsequently removing it from the diet, leading to swift and substantial fat loss. These observations have important implications for the field of metabolic medicine, especially in the context of obesity management.

## Methods

### Mice

Mice were bred and maintained in the Alexandria Center for the Life Sciences animal facility of the New York University School of Medicine, under specific-pathogen-free conditions and were fed LabDiet standard 5053 diet before experimentation. C57BL/6 (Jax, 000664), *Gcn2*-KO (*B6.129S6-Eif2ak4tm1.2Dron/J*) and *Fgf21*-KO (*B6.129Sv(Cg)-Fgf21tm1.1Djm/J*) mice were purchased from Jackson Laboratories. *Cse*-KO (129/C57BL/6 background) mice were generated by R. Wang as previously described and provided by C. Hine^13^. Mice in all the experiments were at least 9 weeks old at the starting point of various diets unless described specifically. Heterozygous and KO mice were co-housed except during food intake measurements and calorie restriction experiments. We have included a summary of power analysis for main figures and extended data figures as Supplementary Table 7. All animal procedures were performed in accordance with protocols approved by the Institutional Animal Care and Usage Committee of New York University School of Medicine. Tissues and samples were harvested and analysed in a blinded manner.

### Generation of *Gdf15*-KO mice

*Gdf15-*KO mice (C57BL/6 background) were generated by the Genome Editing Shared Resource of Rutgers Cancer Institute. Deletion of *Gdf15* was performed by co-injecting two CRISPR gRNAs flanking the exon 2 region with Cas9 protein into C57BL/6J zygotes. Verification of CRISPR knockout for the 1.3 kb deletion was performed by PCR. In brief, the primers GDF15A 5′-TCAACTTTAAGCCAGAAGGTGGCG-3′, GDF15B 5′-CTTCGGGGAGACCCTGACTCAGC-3′ and GDF15D 5′-ACTGCGAATCTAGAGAACCCTGAC-3′ were used to amplify the targeted region. Tail snips from founder mice were submitted for Sanger sequencing to confirm homozygous deletion. Founder mouse had a deletion of 1,304 bp, which encompasses all of exon 2, the pro-peptide region of GDF15.

### Diets

All custom diets were procured from TestDiet. All diets were based on the defined amino acid diet 5CC7. For individual or dual amino-acid-depleted diets, the specific amino acids were completely removed, and all other amino acids were increased in proportion. For the B5-deficient diet, it was removed from the same 5CC7 defined diet. Unless specified control diet refers to the 5CC7 diet. d-Galactose (Sigma-Aldrich, G0750) and d-glucose (Sigma-Aldrich, G8270) were purchased from Sigma-Aldrich and were dissolved in water and filter-sterilized. A list of diet names is available on request. All weight-loss curves are plotted with respect to starting body weight and are represented as the mean ± s.d.

### Food-intake measurements

Initially, food-intake measurements were conducted using metabolic cages; however, mice repeatedly left food debris on the cage bottom compromising the consumption measurements. To address this issue, individually housed mice were provided with a restricted amount of pellets (15–20 g), and the remaining food was measured every 24 h. Additional intact pellets were added as needed. Mice that left debris on the cage bottom on any day were excluded from the analysis.

### Histology and immunohistochemistry

Mice were first anaesthetized with ketamine and xylazine. They were then perfused, first with chilled PBS, followed by 4% PFA in chilled PBS. Tissues were then collected and fixed for 24 h in 4% PFA in PBS at room temperature and then transferred to 70% ethanol. Tissues were then paraffin embedded. Sections (5 µM thick) were cut and stained with H&E. Tissues for immunostaining underwent deparaffinization followed by antigen retrieval for 20 min at 100 °C with Leica Biosystems ER2 solution (pH9, AR9640) and endogenous peroxidase activity blocking with H_2_O_2_. Sections were incubated with primary antibodies against UCP1 (CST, 72298S, E9Z2V, 1:1,000), CASP3 (CST, 9579S, D3E9, 1:200), NQO1 (Sigma-Aldrich, HPA007308, 1:100), custom NRF2 (1:1,000, provided by E. Schmidt)^64^. Primary antibodies were detected with anti-rabbit HRP-conjugated polymer and 3,3′-diaminobenzidine substrate, followed by counterstaining with haematoxylin, all of which were provided in the Leica BOND Polymer Refine Detection System (DS9800).

### Seahorse assay

Cells were isolated from inguinal, brachial and mesenteric lymph nodes. After ACK lysis to remove RBCs, the CD8^+^ T cells, B cells and CD11c^+^ cells were bead-depleted to leave primarily CD4^+^ T cells. All steps were done at 4 °C and used dialysed fetal bovine serum to avoid amino acids in the serum. Seahorse 24-well plates were plated with Cell-Tak (Corning) according to the manufacturer’s instructions and 100,000 T cells were plated in 500 µl of room-temperature Seahorse medium. After 30 min at 37 °C, cells were analysed using the Seahorse XFe24 Analyzer.

### Indirect calorimetry

To assess possible changes in metabolic parameters, mice were measured by indirect calorimetry using an open respirometry system (TSE PhenoMaster, TSE Systems). Mice were weighed and individually housed in the specialized home cages within a temperature- and humidity-controlled climate chamber (22 ± 0.5 °C, 50 ± 1% relative humidity). The light cycle was set to 12:12 (lights on at 06:30) and the air flow rate for each cage was set to 0.35 l min^−1^ (with 0.25 l min^−1^ diverted to the gas sensors during the sampling period: 190 s line purge and 10 s active sample). Oxygen consumption (vO_2_, ml h^−1^), carbon dioxide production (vCO_2_, ml h^−1^) and water intake (ml), and activity (beam break counts, *x* + *y* + *z* axes) were recorded at 30 min intervals. The RER (RER = vCO_2_/vO_2_) was calculated from measured vO_2_ and vCO_2_ values. Mice were first acclimatized to the metabolic home cages for 24 h before data were collected for analysis. Mice were housed until the set end point of the experiment. Data were acquired and exported with TSE PhenoMaster software v.8.1.4.14156 (TSE Systems; https://www.tse-systems.com/products/phenomaster/). After data export, data were uploaded to CalR (https://CalRapp.org/)^65^ for visualization and analysis.

### Preparation of tissue lysates and metabolite analysis

Flash-frozen mouse tissues were homogenized in PBS supplemented with protease (cOmplete, Roche) and phosphatase (PhosSTOP, Roche) inhibitors using the IKA Ultra Truemax T8 homogenizer on ice. Aliquots of homogenates were used for RNA isolation immediately. Cells in homogenized tissues were lysed by two freeze–thaw cycles and subsequent sonication (Diagenode Bioruptor). The protein concentration in the lysates was determined by BCA assay. Aliquots of lysates were filtered through 10 kDa Amicon filters, and glutathione and CoA were measured in the flow-through using the following kits: Glutathione detection kit (Cayman, 703002) and CoA detection kit (Abcam, ab102504). Metabolite concentration was normalized to the protein concentration in lysates. GDF15 and FGF21 were measured in the mouse serum by ELISA kits (Abcam, ab216947; and R&D Systems, MF2100). TG and FAA in the mouse serum were analysed using the Cayman (10010303) and Sigma-Aldrich (MAK466) kits, respectively.

### Sequencing and differential expression analyses

To study transcriptional response in mouse tissues, total RNA was isolated from the homogenates using the trizol (1:10 ratio) method. mRNA was purified by NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490S) from Turbo-DNase-treated total RNA. A NEB Next Ultra Library Preparation Kit (NEB, E7530S) was used to prepare 0.5 µg of total RNA for RNA-seq. At least three to five animals were used for each experimental condition. The libraries were sequenced using the Illumina NextSeq 200 instrument in a paired-end 2 × 61 cycles set-up to a depth of 20–50 million reads per sample. The reads were aligned against mouse genome assembly GRCm38 using Hisat2 v.2.1.0. The number of reads in annotated genes was counted using htseq-count version .11.069. The differential gene expression analysis and visualization were performed with DESeq2 version 1.48 using Wald test^66,67^. Heat maps were generated on the basis of *z*-scores of normalized counts using the R library pheatmap. GO analysis is available at the Gene Ontology web application (http://geneontology.org/).

### Western blotting

Tissue lysates supplemented with LDS loading buffer and 10 mM DTT were heated for 5 min at 95 °C. Proteins were separated on Bis-Tris SDS–PAGE, transferred onto nitrocellulose membrane and probed with anti-p-eIF2α (Cell Signaling Technology, 3597), anti-eIF2α (Cell Signaling Technology, 2103) anti-p-ACC (Cell Signaling Technology, 3661), anti-ACC (Cell Signaling Technology, 3662), anti-β-tubulin (Proteintech, 10068-1-AP) and anti-β-Actin−Peroxidase antibody (Sigma-Aldrich, A3854).

### MS analysis

#### Sample preparation

*Stool samples*. Stool samples and food pellets were weighed into bead-blaster tubes containing zircon beads. Extraction buffer containing 80% methanol with 500 nM metabolomics amino acid standard mix (Cambridge Isotopes Laboratory) was added to each to reach a final concentration of 10 mg ml^−1^. The samples were homogenized using D2400 BeadBlaster homogenizer (Benchmark Scientific) then centrifuged at 21,000*g* for 3 min. Then, 450 μl of metabolite extract was transferred to a new 1.5 ml Eppendorf tube and dried using the Speedvac. The samples were reconstituted in 50 μl of mass spectrometry (MS)-grade water and sonicated for 2 min. The samples were then centrifuged at 21,000*g* for 3 min. The samples were transferred to glass LC vials for analysis by LC–MS.

*Liver samples*. Approximately 300 mg of liver was homogenized in 1 ml of PBS and then subjected to three freeze–thaw cycles. Liver samples were filtered using a 10 kDa filter. Protein concentrations before deproteinization were measured using BSA standard curve and found to be between 12.8–42.0 mg ml^−1^. For metabolomics extracts, on average protein concentration was determined to be 28.58 mg ml^−1^ per 300 mg of tissue. This value was used to scale all liver extracts to each other. Scaled liver extracts were transferred to bead blaster tubes with zircon beads and homogenized using D2400 BeadBlaster homogenizer (Benchmark Scientific) in cold 80% methanol spiked with 500 nM metabolomics amino acid standard mix (Cambridge Isotopes Laboratory). The samples were centrifuged at 21,000*g* for 3 min to pellet any insoluble materials. Then, 450 μl of metabolite extract was transferred to a new 1.5 ml Eppendorf tube and dried using the Speedvac. The samples were reconstituted in 50 μl of MS-grade water and sonicated for 2 min. The samples were then centrifuged at 21,000*g* for 3 min. The samples were transferred to glass liquid chromatography (LC) vials for analysis by LC–MS.

*Urine samples*. Urine samples were collected and stored as frozen aliquots between around 5–7 µl. For metabolite extraction, 5 µl of urine was transferred to a glass insert and extracted using 195 µl of cold 80% methanol spiked with 500 nM metabolomics amino acid standard mix (Cambridge Isotopes Laboratory). Glass inserts were transferred into 1.5 ml Eppendorf tubes and centrifuged at 3,000*g* for 10 min to pellet insoluble material. Then, 180 µl of extract was transferred to a 1.5 ml Eppendorf tube and dried completely using the Speedvac. To each tube, 20 µl of MS-grade water was added to reconstitute metabolites. The samples were sonicated for 2 min and then centrifuged for 3 min at 21,000*g*. Then, 15 µl of samples was transferred to a glass LC–MS vial for analysis.

#### LC–MS/MS analysis

The samples were subjected to LC–MS analysis to detect and quantify known peaks. A metabolite extraction was carried out on each sample using a previously described method^68^. The LC column was a Millipore ZIC-pHILIC (2.1 × 150 mm, 5 μm) coupled to a Dionex Ultimate 3000 system and the column oven temperature was set to 25 °C for the gradient elution. A flow rate of 100 μl min^−1^ was used with the following buffers: (A) 10 mM ammonium carbonate in water, pH 9.0; and (B) neat acetonitrile. The gradient profile was as follows; 80–20% B (0–30 min), 20–80% B (30–31 min), 80–80% B (31–42 min). The injection volume was set to 2 μl for all analyses (42 min total run time per injection).

MS analyses were carried out by coupling the LC system to a Thermo Q Exactive HF mass spectrometer operating in heated electrospray ionization mode. The method duration was 30 min with a polarity-switching data-dependent top 5 method for both positive and negative modes. The spray voltage for both positive and negative modes was 3.5 kV and the capillary temperature was set to 320 °C with a sheath gas rate of 35, aux gas of 10 and maximum spray current of 100 μA. The full MS scan for both polarities used 120,000 resolution with an AGC target of 3 × 10^6^ and a maximum IT of 100 ms, and the scan range was from 67–1,000 *m*/*z*. Tandem MS spectra for both positive and negative mode used a resolution of 15,000, AGC target of 1 × 10^5^, maximum IT of 50 ms, isolation window of 0.4 *m*/*z*, isolation offset of 0.1 *m*/*z*, fixed first mass of 50 *m*/*z* and three-way multiplexed normalized collision energies of 10, 35 and 80. The minimum AGC target was 1 × 10^4^ with an intensity threshold of 2 × 10^5^. All data were acquired in profile mode.

#### Hybrid metabolomics data processing

The resulting Thermo RAW files were converted to mzXML format using ReAdW.exe v.4.3.1 to enable peak detection and quantification. The centroided data were searched using a custom Python script Mighty_skeleton v.0.0.2 and peak heights were extracted from the mzXML files based on a previously established library of metabolite retention times and accurate masses adapted from the Whitehead Institute^69^ and verified with authentic standards and/or high resolution MS/MS spectral manually curated against the NIST14MS/MS^70^ and METLIN (2017)^71^ tandem mass spectral libraries. Metabolite peaks were extracted based on the theoretical *m*/*z* of the expected ion type, for example, [M+H]^+^, with a ±5 parts per million tolerance, and a ±7.5 s peak apex retention time tolerance within an initial retention time search window of ±0.5 min across the study samples. The resulting data matrix of metabolite intensities for all samples and blank controls was processed using a custom statistical pipeline Metabolize v.1.0 and final peak detection was calculated based on a signal to noise ratio (S/N) of 3× compared with blank controls, with a floor of 10,000 (arbitrary units). For samples for which the peak intensity was lower than the blank threshold, metabolites were annotated as not detected, and the threshold value was imputed for any statistical comparisons to enable an estimate of the fold change as applicable. The resulting blank corrected data matrix was then used for all group-wise comparisons, and *t*-tests were performed using the Python SciPy (v.1.1.0)^72^ library to test for differences and to generate statistics for downstream analyses. Any metabolite with *P* < 0.05 was considered to be significantly regulated (up or down). Heat maps were generated with hierarchical clustering performed on the imputed matrix values using the R library pheatmap (v.1.0.12; https://CRAN.R-project.org/package=pheatmap). Volcano plots were generated using the R library Manhattanly (v.0.2.0). To adjust for significant covariate effects (as applicable) in the experimental design the R package, DESeq2 (v.1.24.0)^67^ was used to test for significant differences. Data processing for this correction required the blank corrected matrix to be imputed with zeroes for non-detected values instead of the blank threshold to avoid false positives. This corrected matrix was then analysed using DESeq2 to calculate the adjusted *P* value in the covariate model.

### AAV-mediated rescue experiments

Mice were injected retro-orbitally with 2 × 10^11^ liver-specific AAV8 TBG-CSE or AAV8 TBG-eGFP viral particles per mouse (Vector Biolabs). Then, 2 weeks after AAV administration, the mice were placed onto a no-Cys diet and, after 1 week, tissues and serum were collected and analysed.

### Heavy glucose tracing

Mice were fasted for 18 h after 3 days of no-Cys diet. They were then orally given 1.25 mg per kg of d-Glucose-^13^C_6_ (Sigma-Aldrich) dissolved in water. Mice were euthanized at 45 min to collect livers or at 2 h to collect urine. Liver was processed as described in the ‘Preparation of tissue lysates and metabolite analysis’ section. Subsequently liver lysates and urine were analysed as described in the ‘MS analysis’ section.

The data were then processed, and naturally expected levels of each molecule’s isotope were subtracted by the expected natural frequency of each isotope multiplied by each individual sample’s lowest weight isotope amount for the molecule.

These corrected data were then used for the analysis and are included in Supplementary Table 6.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-025-08996-y.

## Supplementary information

Supplementary Fig. 1 Raw gel images for all western blots and replicates.

Reporting Summary

Peer Review File

Supplementary Table 1 Stool metabolomics data for food and stool from day 3 of no-Cys diet from antibiotic-treated *Cse*^*+/−*^ and *Cse*^*−/−*^ mice.

Supplementary Table 2 Liver tissue RNA-seq data from day 2 for two sets of experiments shown in Figs. 3 and 4.

Supplementary Table 3 Adipose tissue RNA-seq data from day 2 for the experiment shown in Fig. 3.

Supplementary Table 4 Muscle tissue RNA-seq data from day 2 for the experiment shown in Extended Data Fig. 3.

Supplementary Table 5 Liver and urine metabolomics data from day 2 for *Cse*^*+/−*^ and *Cse*^*−/−*^ mice on the no-Cys diet.

Supplementary Table 6 Glucose tracing data from *Cse*^*+/−*^ and *Cse*^*−/−*^ mice on day 3 of no-Cys gavaged 1.25 mg per kg of d-glucose-13C6 after 18 h of fasting.

Supplementary Table 7 Summary of power analysis for all figures in which statistical significance is shown.

## Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 4

Source Data Fig. 5

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 4

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 10

## Data Availability

Sequencing data generated and used for this project are available at Gene Expression Omnibus under accession code GSE280181. Metabolomics data generated and used for this project are available at Metabolomics Workbench (project ID: PR002200; 10.21228/M87Z47). Raw gel images are provided in Supplementary Fig. 1. Source data are provided with this paper.

## References

[1] NCD Risk Factor Collaboration (NCD-RisC). Trends in adult body-mass index in 200 countries from 1975 to 2014: a pooled analysis of 1698 population-based measurement studies with 19.2 million participants. *Lancet***387**, 1377–1396 (2016).27115820 10.1016/S0140-6736(16)30054-XPMC7615134

[2] Stierman, B. et al. *National Health and Nutrition Examination Survey 2017–March 2020 Prepandemic Data Files—Development of Files and Prevalence Estimates for Selected Health Outcomes* National Health Statistics Reports no. 158 (CDC, 2021).10.15620/cdc:106273PMC1151374439380201

[3] Fontana, L. et al. Decreased consumption of branched-chain amino acids improves metabolic health. *Cell Rep.***16**, 520–530 (2016).27346343 10.1016/j.celrep.2016.05.092PMC4947548

[4] Samaha, F. F. et al. A low-carbohydrate as compared with a low-fat diet in severe obesity. *N. Engl. J. Med.***348**, 2074–2081 (2003).12761364 10.1056/NEJMoa022637

[5] Stolt, E. et al. Sulfur amino acid restriction, energy metabolism and obesity: a study protocol of an 8-week randomized controlled dietary intervention with whole foods and amino acid supplements. *J. Transl. Med.***19**, 153 (2021).33858441 10.1186/s12967-021-02824-3PMC8051033

[6] Yancy, W. S. Jr, Olsen, M. K., Guyton, J. R., Bakst, R. P. & Westman, E. C. A low-carbohydrate, ketogenic diet versus a low-fat diet to treat obesity and hyperlipidemia: a randomized, controlled trial. *Ann. Intern. Med.***140**, 769–777 (2004).15148063 10.7326/0003-4819-140-10-200405180-00006

[7] Coll, A. P. et al. GDF15 mediates the effects of metformin on body weight and energy balance. *Nature***578**, 444–448 (2020).31875646 10.1038/s41586-019-1911-yPMC7234839

[8] Fisher, F. M. & Maratos-Flier, E. Understanding the Physiology of FGF21. *Annu. Rev. Physiol.***78**, 223–241 (2016).26654352 10.1146/annurev-physiol-021115-105339

[9] Suriben, R. et al. Antibody-mediated inhibition of GDF15-GFRAL activity reverses cancer cachexia in mice. *Nat. Med.***26**, 1264–1270 (2020).32661391 10.1038/s41591-020-0945-x

[10] Smith, C. M., Narrow, C. M., Kendrick, Z. V. & Steffen, C. The effect of pantothenate deficiency in mice on their metabolic response to fast and exercise. *Metabolism***36**, 115–121 (1987).3807784 10.1016/0026-0495(87)90003-5

[11] Rose, W. C. The nutritive significance of the amino acids and certain related compounds. *Science***86**, 298–300 (1937).17794446 10.1126/science.86.2231.298

[12] Ishii, I. et al. Cystathionine gamma-lyase-deficient mice require dietary cysteine to protect against acute lethal myopathy and oxidative injury. *J. Biol. Chem.***285**, 26358–26368 (2010).20566639 10.1074/jbc.M110.147439PMC2924062

[13] Mani, S., Yang, G. & Wang, R. A critical life-supporting role for cystathionine gamma-lyase in the absence of dietary cysteine supply. *Free Radic. Biol. Med.***50**, 1280–1287 (2011).21310231 10.1016/j.freeradbiomed.2011.01.038

[14] Du, Y., Meng, Q., Zhang, Q. & Guo, F. Isoleucine or valine deprivation stimulates fat loss via increasing energy expenditure and regulating lipid metabolism in WAT. *Amino Acids***43**, 725–734 (2012).22016194 10.1007/s00726-011-1123-8

[15] Guo, F. & Cavener, D. R. The GCN2 eIF2α kinase regulates fatty-acid homeostasis in the liver during deprivation of an essential amino acid. *Cell Metab.***5**, 103–114 (2007).17276353 10.1016/j.cmet.2007.01.001

[16] Xiao, F. et al. Effects of essential amino acids on lipid metabolism in mice and humans. *J. Mol. Endocrinol.***57**, 223–231 (2016).27613820 10.1530/JME-16-0116

[17] Xiao, F. & Guo, F. Impacts of essential amino acids on energy balance. *Mol. Metab.***57**, 101393 (2022).34785395 10.1016/j.molmet.2021.101393PMC8829800

[18] Zhang, X. et al. Dietary tryptophan, tyrosine, and phenylalanine depletion induce reduced food intake and behavioral alterations in mice. *Physiol. Behav.***244**, 113653 (2022).34800493 10.1016/j.physbeh.2021.113653

[19] Hao, S. et al. Uncharged tRNA and sensing of amino acid deficiency in mammalian piriform cortex. *Science***307**, 1776–1778 (2005).15774759 10.1126/science.1104882

[20] Day, E. A. et al. Metformin-induced increases in GDF15 are important for suppressing appetite and promoting weight loss. *Nat. Metab.***1**, 1202–1208 (2019).32694673 10.1038/s42255-019-0146-4

[21] Kilberg, M. S., Shan, J. & Su, N. ATF4-dependent transcription mediates signaling of amino acid limitation. *Trends Endocrinol. Metab.***20**, 436–443 (2009).19800252 10.1016/j.tem.2009.05.008PMC3587693

[22] Kim, K. H. et al. Metformin-induced inhibition of the mitochondrial respiratory chain increases FGF21 expression via ATF4 activation. *Biochem. Biophys. Res. Commun.***440**, 76–81 (2013).24041694 10.1016/j.bbrc.2013.09.026

[23] Gusarov, I. et al. Dietary thiols accelerate aging of *C. elegans**. Nat. Commun.***12**, 4336 (2021).34267196 10.1038/s41467-021-24634-3PMC8282788

[24] Jonsson, W. O., Margolies, N. S. & Anthony, T. G. Dietary sulfur amino acid restriction and the integrated stress response: mechanistic insights. *Nutrients*10.3390/nu11061349 (2019).10.3390/nu11061349PMC662799031208042

[25] Miller, R. A. et al. Methionine-deficient diet extends mouse lifespan, slows immune and lens aging, alters glucose, T4, IGF-I and insulin levels, and increases hepatocyte MIF levels and stress resistance. *Aging Cell***4**, 119–125 (2005).15924568 10.1111/j.1474-9726.2005.00152.xPMC7159399

[26] Richie, J. P. Jr et al. Methionine restriction increases blood glutathione and longevity in F344 rats. *FASEB J.***8**, 1302–1307 (1994).8001743 10.1096/fasebj.8.15.8001743

[27] Lu, S. C. Glutathione synthesis. *Biochim. Biophys. Acta***1830**, 3143–3153 (2013).22995213 10.1016/j.bbagen.2012.09.008PMC3549305

[28] Jackowski, S. & Rock, C. O. Regulation of coenzyme A biosynthesis. *J. Bacteriol.***148**, 926–932 (1981).6796563 10.1128/jb.148.3.926-932.1981PMC216294

[29] Leonardi, R., Zhang, Y. M., Rock, C. O. & Jackowski, S. Coenzyme A: back in action. *Prog. Lipid Res.***44**, 125–153 (2005).15893380 10.1016/j.plipres.2005.04.001

[30] Robishaw, J. D., Berkich, D. & Neely, J. R. Rate-limiting step and control of coenzyme A synthesis in cardiac muscle. *J. Biol. Chem.***257**, 10967–10972 (1982).7107640

[31] Li, L. et al. Characterization of a novel, water-soluble hydrogen sulfide-releasing molecule (GYY4137): new insights into the biology of hydrogen sulfide. *Circulation***117**, 2351–2360 (2008).18443240 10.1161/CIRCULATIONAHA.107.753467

[32] Yoneshiro, T. et al. BCAA catabolism in brown fat controls energy homeostasis through SLC25A44. *Nature***572**, 614–619 (2019).31435015 10.1038/s41586-019-1503-xPMC6715529

[33] Gietzen, D. W. & Aja, S. M. The brain’s response to an essential amino acid-deficient diet and the circuitous route to a better meal. *Mol. Neurobiol.***46**, 332–348 (2012).22674217 10.1007/s12035-012-8283-8PMC3469761

[34] Fabbiano, S. et al. Caloric restriction leads to browning of white adipose tissue through type 2 immune signaling. *Cell Metab.***24**, 434–446 (2016).27568549 10.1016/j.cmet.2016.07.023

[35] Horton, J. D., Goldstein, J. L. & Brown, M. S. SREBPs: activators of the complete program of cholesterol and fatty acid synthesis in the liver. *J. Clin. Invest.***109**, 1125–1131 (2002).11994399 10.1172/JCI15593PMC150968

[36] Go, G. W. & Mani, A. Low-density lipoprotein receptor (LDLR) family orchestrates cholesterol homeostasis. *Yale J. Biol. Med.***85**, 19–28 (2012).22461740 PMC3313535

[37] Horton, J. D., Cohen, J. C. & Hobbs, H. H. Molecular biology of PCSK9: its role in LDL metabolism. *Trends Biochem. Sci.***32**, 71–77 (2007).17215125 10.1016/j.tibs.2006.12.008PMC2711871

[38] Rouland, A. et al. Role of apolipoprotein C1 in lipoprotein metabolism, atherosclerosis and diabetes: a systematic review. *Cardiovasc. Diabetol.***21**, 272 (2022).36471375 10.1186/s12933-022-01703-5PMC9724408

[39] DeNicola, G. M. et al. NRF2 regulates serine biosynthesis in non-small cell lung cancer. *Nat. Genet.***47**, 1475–1481 (2015).26482881 10.1038/ng.3421PMC4721512

[40] He, C. H. et al. Identification of activating transcription factor 4 (ATF4) as an Nrf2-interacting protein. Implication for heme oxygenase-1 gene regulation. *J. Biol. Chem.***276**, 20858–20865 (2001).11274184 10.1074/jbc.M101198200

[41] Kasai, S. et al. Role of the ISR-ATF4 pathway and its cross talk with Nrf2 in mitochondrial quality control. *J. Clin. Biochem. Nutr.***64**, 1–12 (2019).30705506 10.3164/jcbn.18-37PMC6348405

[42] Copple, I. M. et al. The hepatotoxic metabolite of acetaminophen directly activates the Keap1-Nrf2 cell defense system. *Hepatology***48**, 1292–1301 (2008).18785192 10.1002/hep.22472

[43] Itoh, K. et al. Keap1 represses nuclear activation of antioxidant responsive elements by Nrf2 through binding to the amino-terminal Neh2 domain. *Genes Dev.***13**, 76–86 (1999).9887101 10.1101/gad.13.1.76PMC316370

[44] Eisenstein, A. et al. Activation of the transcription factor NRF2 mediates the anti-inflammatory properties of a subset of over-the-counter and prescription NSAIDs. *Immunity***55**, 1082–1095 e1085 (2022).35588739 10.1016/j.immuni.2022.04.015PMC9205175

[45] Patel, S. et al. GDF15 provides an endocrine signal of nutritional stress in mice and humans. *Cell Metab.***29**, 707–718 (2019).30639358 10.1016/j.cmet.2018.12.016PMC6408327

[46] Qi, L. et al. TRB3 links the E3 ubiquitin ligase COP1 to lipid metabolism. *Science***312**, 1763–1766 (2006).16794074 10.1126/science.1123374

[47] Asantewaa, G. et al. Glutathione synthesis in the mouse liver supports lipid abundance through NRF2 repression. *Nat. Commun.***15**, 6152 (2024).39034312 10.1038/s41467-024-50454-2PMC11271484

[48] Naquet, P., Kerr, E. W., Vickers, S. D. & Leonardi, R. Regulation of coenzyme A levels by degradation: the ‘ins and outs’. *Prog. Lipid Res.***78**, 101028 (2020).32234503 10.1016/j.plipres.2020.101028PMC7234920

[49] Simcox, J. et al. Global analysis of plasma lipids identifies liver-derived acylcarnitines as a fuel source for brown fat thermogenesis. *Cell Metab.***26**, 509–522 (2017).28877455 10.1016/j.cmet.2017.08.006PMC5658052

[50] Rahbani, J. F. et al. Creatine kinase B controls futile creatine cycling in thermogenic fat. *Nature***590**, 480–485 (2021).33597756 10.1038/s41586-021-03221-yPMC8647628

[51] Lee, A.H. et al. Cysteine depletion triggers adipose tissue thermogenesis and weight loss. *Nat. Metab.*10.1038/s42255-025-01297-8 (2025).10.1038/s42255-025-01297-8PMC1219801040461845

[52] Vina, J. et al. The effect of cysteine oxidation on isolated hepatocytes. *Biochem. J.***212**, 39–44 (1983).6870855 10.1042/bj2120039PMC1152007

[53] Triguero, A. et al. Liver intracellular l-cysteine concentration is maintained after inhibition of the trans-sulfuration pathway by propargylglycine in rats. *Br. J. Nutr.***78**, 823–831 (1997).9389904 10.1079/bjn19970198

[54] Stipanuk, M. H., Dominy, J. E. Jr, Lee, J. I. & Coloso, R. M. Mammalian cysteine metabolism: new insights into regulation of cysteine metabolism. *J. Nutr.***136**, 1652S–1659S (2006).16702335 10.1093/jn/136.6.1652S

[55] Bradley, H. et al. Sulfate metabolism is abnormal in patients with rheumatoid arthritis. Confirmation by in vivo biochemical findings. *J. Rheumatol.***21**, 1192–1196 (1994).7966056

[56] Elshorbagy, A. K., Valdivia-Garcia, M., Refsum, H. & Butte, N. The association of cysteine with obesity, inflammatory cytokines and insulin resistance in Hispanic children and adolescents. *PLoS ONE***7**, e44166 (2012).22984471 10.1371/journal.pone.0044166PMC3439485

[57] Gordon, C., Bradley, H., Waring, R. H. & Emery, P. Abnormal sulphur oxidation in systemic lupus erythematosus. *Lancet***339**, 25–26 (1992).1345954 10.1016/0140-6736(92)90144-r

[58] Heafield, M. T. et al. Plasma cysteine and sulphate levels in patients with motor neurone, Parkinson’s and Alzheimer’s disease. *Neurosci. Lett.***110**, 216–220 (1990).2325885 10.1016/0304-3940(90)90814-p

[59] Ozkan, Y., Ozkan, E. & Simsek, B. Plasma total homocysteine and cysteine levels as cardiovascular risk factors in coronary heart disease. *Int. J. Cardiol.***82**, 269–277 (2002).11911915 10.1016/s0167-5273(02)00010-4

[60] Kiselevsky, Y. V., Ostrovtsova, S. A. & Strumilo, S. A. Kinetic characterization of the pyruvate and oxoglutarate dehydrogenase complexes from human heart. *Acta Biochim. Pol.***37**, 135–139 (1990).2087902

[61] Marcel, Y. L. & Suzue, G. Kinetic studies on the specificity of long chain acyl coenzyme A synthetase from rat liver microsomes. *J. Biol. Chem.***247**, 4433–4436 (1972).5043848

[62] Chen, G., Chen, Z., Hu, Y. & Huang, P. Inhibition of mitochondrial respiration and rapid depletion of mitochondrial glutathione by β-phenethyl isothiocyanate: mechanisms for anti-leukemia activity. *Antioxid. Redox Signal.***15**, 2911–2921 (2011).21827296 10.1089/ars.2011.4170PMC3201634

[63] Zhang, G. et al. Integrated stress response couples mitochondrial protein translation with oxidative stress control. *Circulation***144**, 1500–1515 (2021).34583519 10.1161/CIRCULATIONAHA.120.053125PMC8563444

[64] Romero, R. et al. Keap1 loss promotes Kras-driven lung cancer and results in dependence on glutaminolysis. *Nat. Med.***23**, 1362–1368 (2017).28967920 10.1038/nm.4407PMC5677540

[65] Mina, A. I. et al. CalR: a web-based analysis tool for indirect calorimetry experiments. *Cell Metab.***28**, 656–666 (2018).30017358 10.1016/j.cmet.2018.06.019PMC6170709

[66] Anders, S., Pyl, P. T. & Huber, W. HTSeq-a Python framework to work with high-throughput sequencing data. *Bioinformatics***31**, 166–169 (2015).25260700 10.1093/bioinformatics/btu638PMC4287950

[67] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.***15**, 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[68] Banh, R. S. et al. The polar oxy-metabolome reveals the 4-hydroxymandelate CoQ10 synthesis pathway. *Nature***597**, 420–425 (2021).34471290 10.1038/s41586-021-03865-wPMC8538427

[69] Chen, W. W., Freinkman, E., Wang, T., Birsoy, K. & Sabatini, D. M. Absolute quantification of matrix metabolites reveals the dynamics of mitochondrial metabolism. *Cell***166**, 1324–1337 (2016).27565352 10.1016/j.cell.2016.07.040PMC5030821

[70] Simon-Manso, Y. et al. Metabolite profiling of a NIST Standard Reference Material for human plasma (SRM 1950): GC-MS, LC-MS, NMR, and clinical laboratory analyses, libraries, and web-based resources. *Anal. Chem.***85**, 11725–11731 (2013).24147600 10.1021/ac402503m

[71] Smith, C. A. et al. METLIN: a metabolite mass spectral database. *Ther. Drug monit.***27**, 747–751 (2005).16404815 10.1097/01.ftd.0000179845.53213.39

[72] Virtanen, P. et al. SciPy 1.0: fundamental algorithms for scientific computing in Python. *Nat. Methods***17**, 261–272 (2020).32015543 10.1038/s41592-019-0686-2PMC7056644

# Supplementary material for: Unravelling cysteine-deficiency-associated rapid weight loss
**Source:** Nature. 2025 May 21;643(8072):776–84. doi: 10.1038/s41586-025-08996-y

---

**Supplementary information**

---

**Unravelling cysteine-deficiency-associated rapid weight loss**

---

In the format provided by the  
authors and unedited

# eIF2 $\alpha$ and P-eIF2 $\alpha$ Repeat 1:Raw Gel

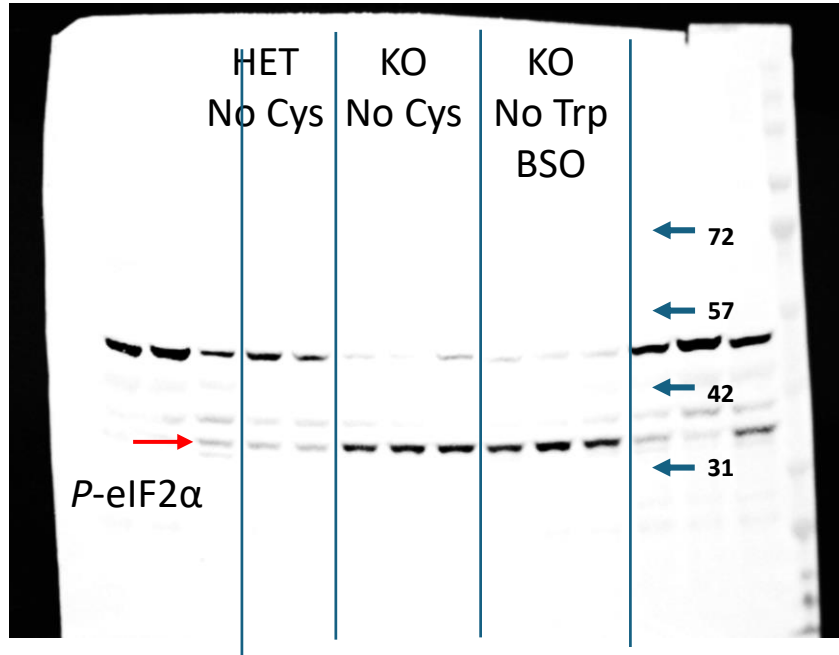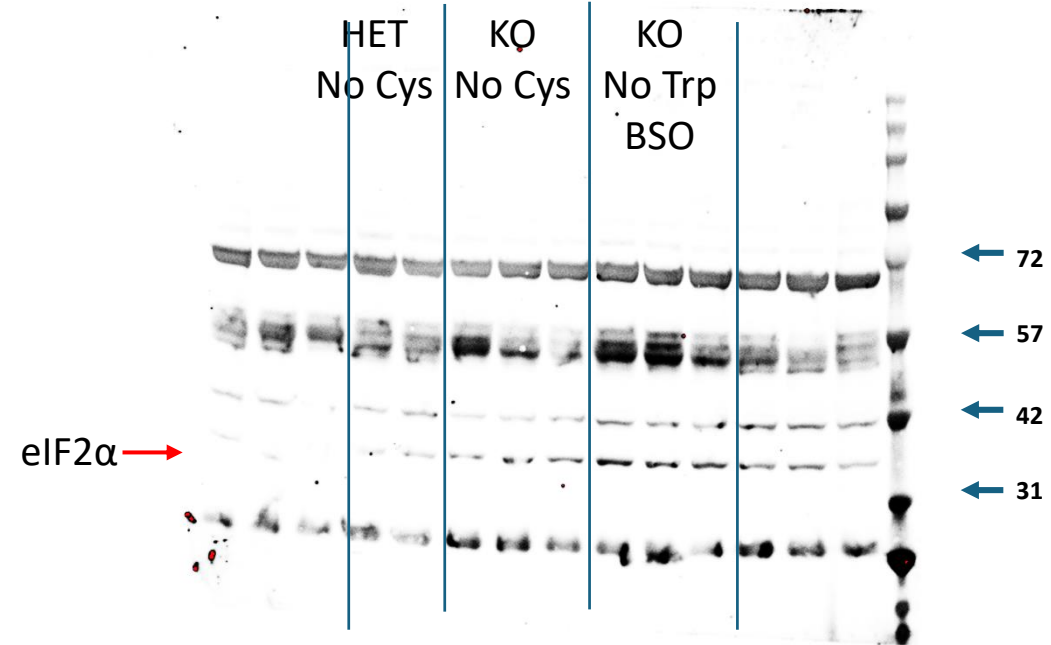

# eIF2 $\alpha$ and P-eIF2 $\alpha$ Repeat 1

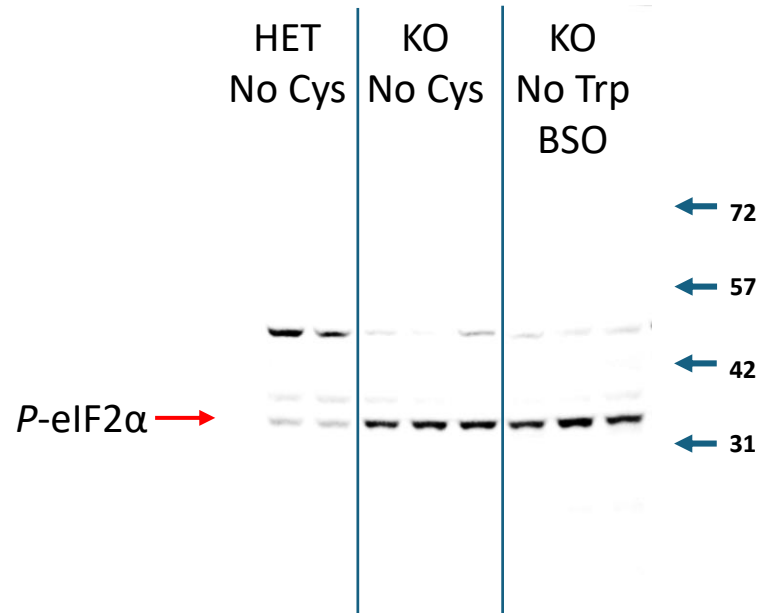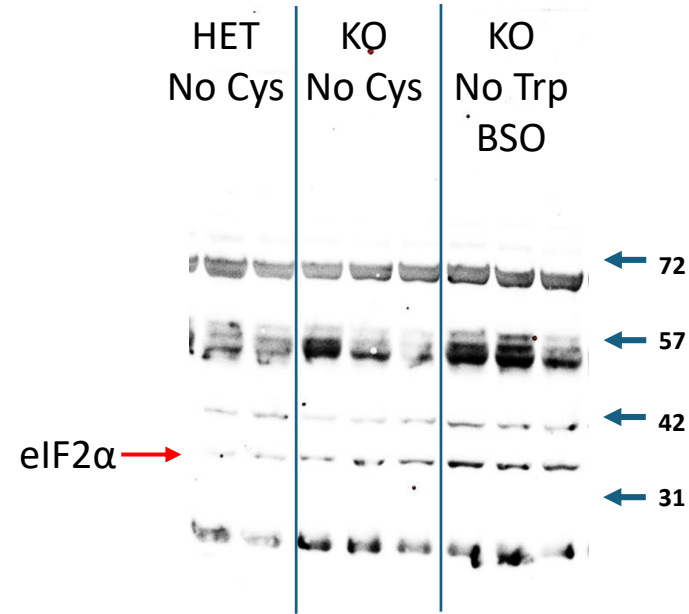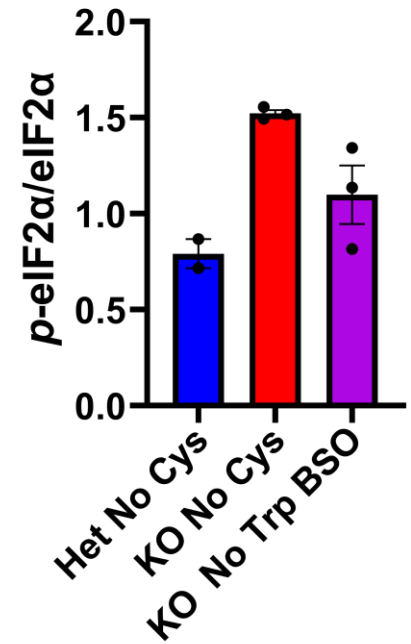

# eIF2 $\alpha$ and P-eIF2 $\alpha$ Repeat 2:Raw Gel

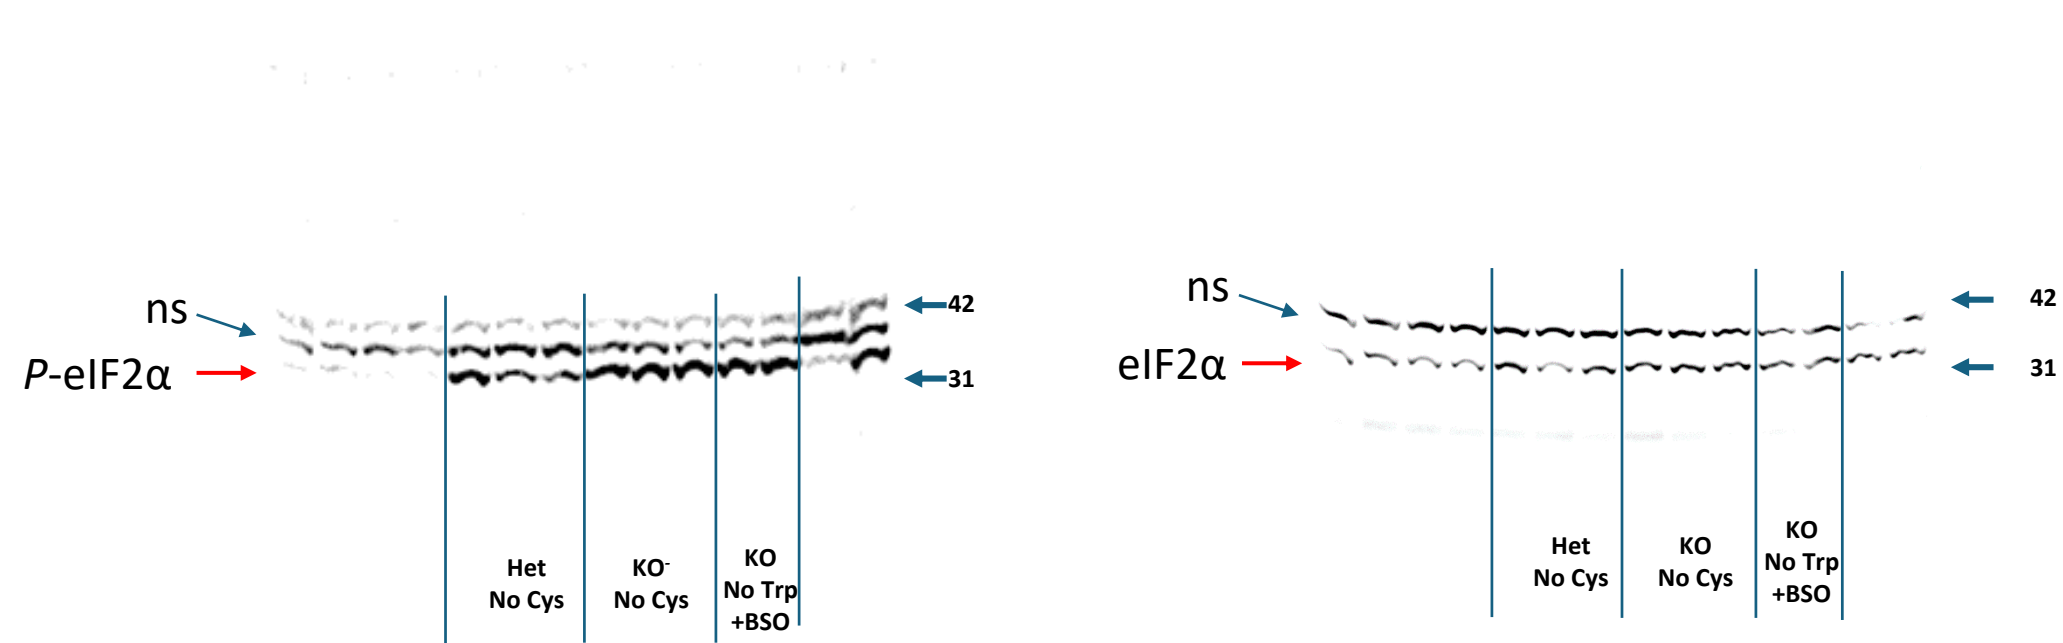

# eIF2 $\alpha$ and P-eIF2 $\alpha$ : Repeat 2

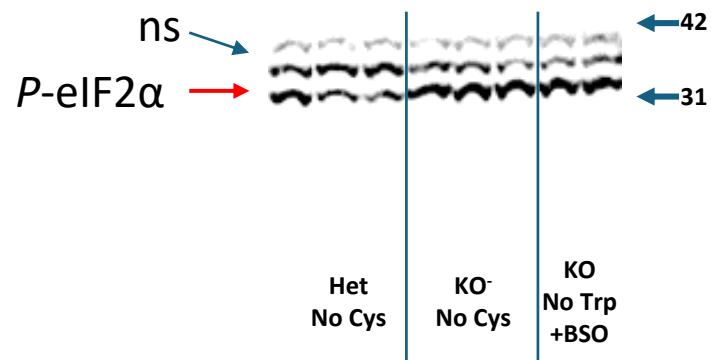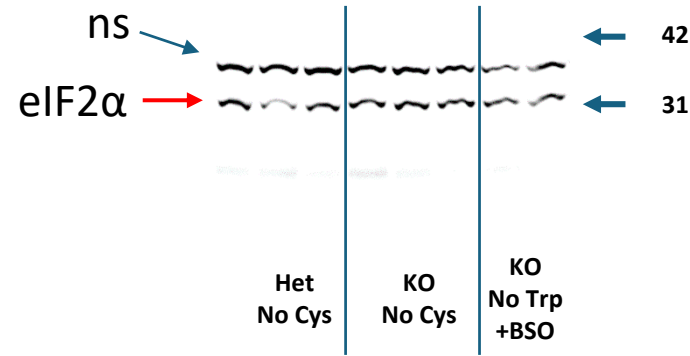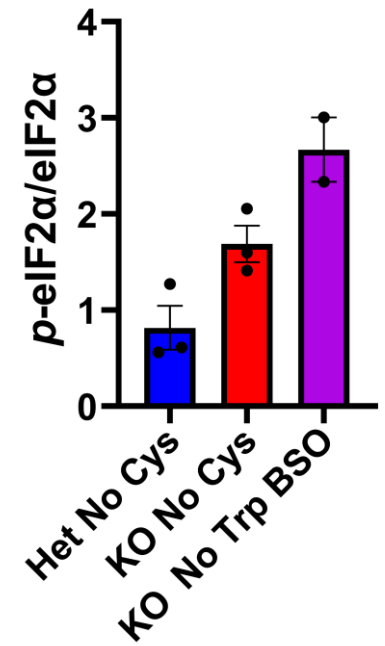

# ACC Run-1:Raw gel

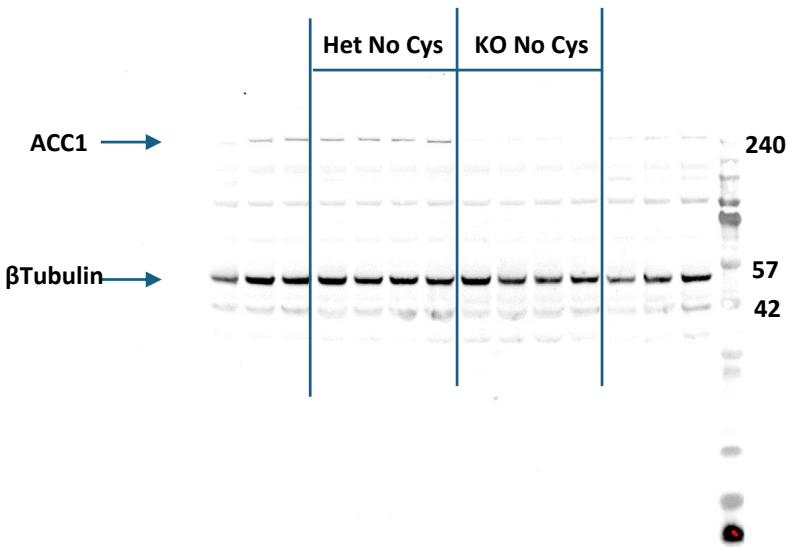

# ACC Run-1

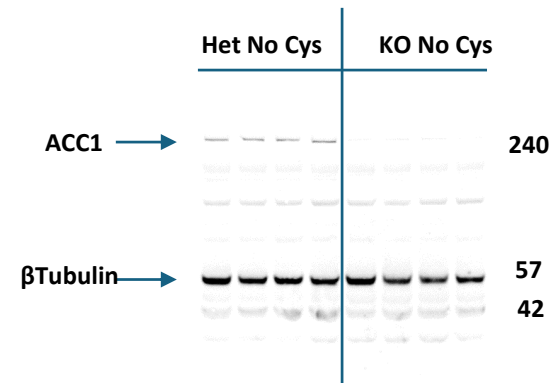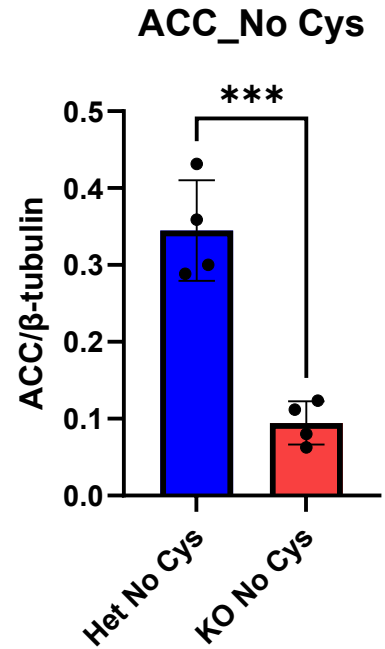

# ACC Run-2: Raw Gel

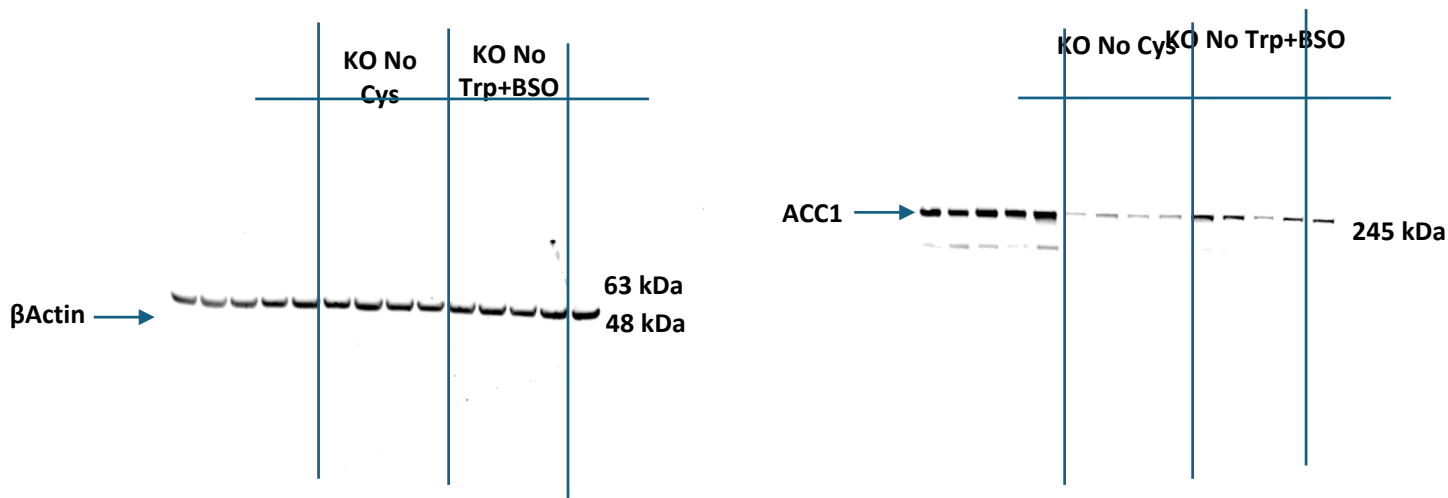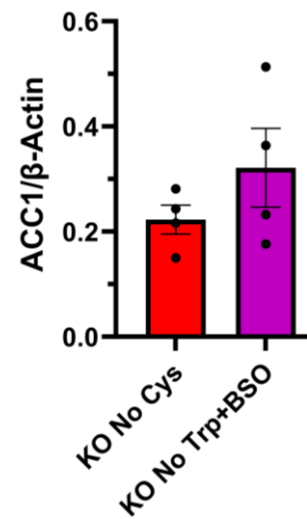

# ACC Run-2

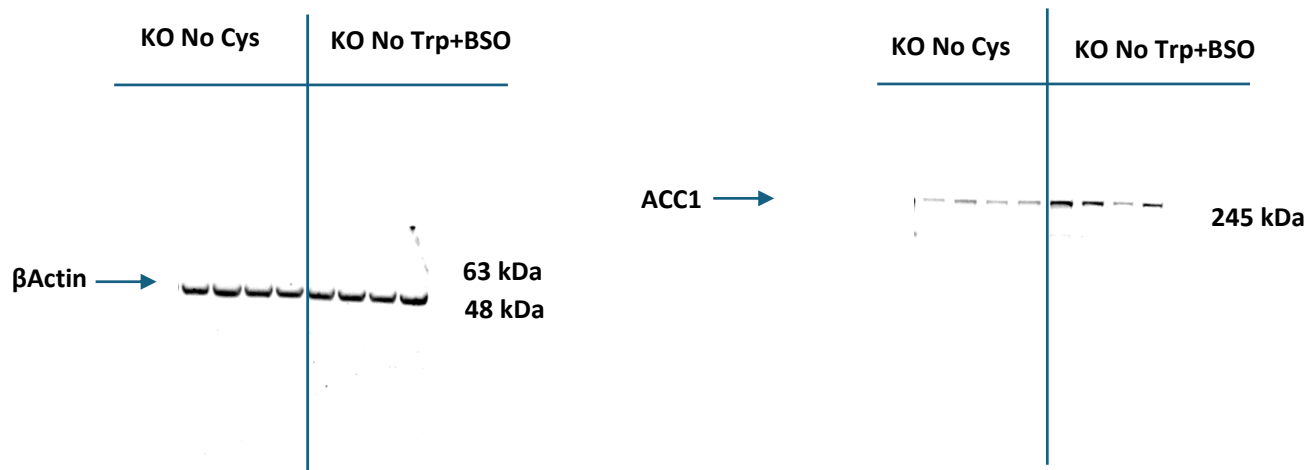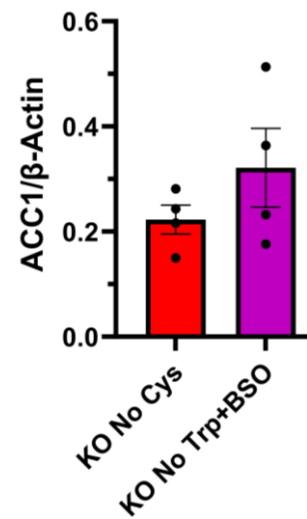

**Supplement:** Supplementary file 1 — Raw gel images for all western blots and replicates.

# Supplementary material for: Unravelling cysteine-deficiency-associated rapid weight loss
**Source:** Nature. 2025 May 21;643(8072):776–84. doi: 10.1038/s41586-025-08996-y
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection DEXA Insight, Chemi Doc

Data analysis Prism (GraphPad, v10.0.2), ImageJ

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data will be provided with this paper. Accession codes for sequencing data and metabolomics data are provided. All other data supporting the findings of this study are available from the corresponding authors on reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Three or more mice per group were used in each experiment. The precise number of animals used are given in the figure legend. The sample size was determined from our previous experience and from what is accepted in the field. Power analysis was done to confirm numbers used were sufficient. |
| Data exclusions | No samples were excluded from the analysis.                                                                                                                                                                                                                                                        |
| Replication     | Experiments were replicated at least two times.                                                                                                                                                                                                                                                    |
| Randomization   | Allocation into sample groups was random. In addition, experimental and control mice were used from the same litter whenever possible. Both males and females were used.                                                                                                                           |
| Blinding        | A.V. performed majority of mouse experiments and gave samples to I.G. in a blinded manner for metabolite extraction and analysis.                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |                                     |                                                 |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-Phospho-eIF2 $\alpha$ (Cell Signaling Technology 3597), anti-eIF2 $\alpha$ (Cell Signaling Technology 2103) anti-Phospho-ACC (Cell Signaling Technology 3661), anti-ACC (Cell Signaling Technology 3662), anti- $\beta$ Tubulin (Proteintech 10068-1-AP), Anti- $\beta$ -Actin–Peroxidase |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

antibody (Sigma A3854), UCP1 (CST, Cat#: 72298S, Clone: E9Z2V ), CASP3 (CST, Cat#: 9579S, Clone: D3E9 ), NQO1 (Sigma-Aldrich, HPA007308), Custom NRF2 (1:1000, provided by Edward Schmidt, Montana State University)

#### Validation

All Antibodies except anti-NRF2 were used according to recommendations of the manufacturer. Anti-NRF2 antibody usage was optimized using Keap1 mutant (Nrf2 overproducing) and Nrf2 KO tumor cell lines.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

Mice were bred and maintained in the Alexandria Center for the Life Sciences animal facility of the New York University School of Medicine, in specific pathogen-free conditions. C57BL/6 mice (Jax 000664), Gcn2 KO (B6.129S6-Eif2ak4tm1.2Dron/J) and Fgf21 KO (B6.129Sv(Cg)-Fgf21tm1.1Djm/J) were purchased from Jackson Laboratories. Cse KO (129/C57BL/6 background) were generated by Rui Wang as previously described and given to us by Christopher Hine. Gdf15 KO mice were generated by Eileen White's lab and is described in the methods section. Mice in all the experiments were at least 9 weeks old at the starting point of various diets unless described specifically.

#### Wild animals

N/A

#### Reporting on sex

Both males and females were used for experiments. Most weight curves shown are exclusively from male mice or female mice as there is a small variation in weight loss on day 1. To reduce variation during RNA-seq and metabolomics, only male mice were used.

#### Field-collected samples

N/A

#### Ethics oversight

All animal procedures were performed in accordance with protocols approved by the Institutional Animal Care and Usage Committee of New York University School of Medicine.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

#### Seed stocks

N/A

#### Novel plant genotypes

N/A

#### Authentication

N/A

How the deposited data were processed for this re-analysis (not part of the article)

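Livers of 20 male mice were analysed, in 6 groups of genotype and diet: *Cse*+/- mice on the control diet (n = 2), the no-Cys diet (n = 4) and the no-Trp diet (n = 3), and *Cse*-/- mice on the no-Cys diet (n = 4), the no-Trp diet (n = 3) and the no-Trp diet with BSO (n = 4). The groups follow the list of mice in Supplementary Table 2. Of the 21 columns of the table of counts, 20 were used and 1 was not, since the list does not give its condition. The libraries of the first liver experiment were not analysed here.

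The counts are those the authors deposited: they aligned the reads to GRCm38 with Hisat2 and counted them on genes with htseq-count, without normalization. The annotation release is not given in the sources used here. The table holds 46078 Ensembl genes, of which 45143 were given a symbol and 935 were not. Coordinates and symbols come from an annotation of GRCm38. Counts on genes per library ranged from 11785740 to 57986121, with a median of 15252745. Pairs of libraries of the same group differed by more than counting noise, with a chi-square per gene of 9.60 to 64.2 over 25 pairs, among genes with at least 20 counts in the pair, so that the tests rest on the spread between mice.

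Differential expression was tested with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by filterByExpr (minimum count 10, minimum total 15), which left 14759, and counts were scaled with TMM factors. A quasi-likelihood model with a mean for each of the 6 groups was fitted to all 20 libraries (common dispersion 0.0270), and two-sided P values of each comparison were adjusted over all genes by the Benjamini–Hochberg method, with a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. The interaction of genotype and diet used the 4 groups on the no-Cys and no-Trp diets. Where a count is given as adjusted over the list alone, P values were adjusted over the genes of that list. Figures and comparisons of tables used Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9.

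Gene lists were tested with camera of limma, with a preset correlation of 0.01 between genes, which compares the genes of a list with all other genes, and its two-sided P values were adjusted over the lists and comparisons. The 14 ISR and 8 OSR genes are those that the study names, without stating on which liver libraries it chose them. For the other lists the text names the class: 20 cytosolic aminoacyl-tRNA synthetases, 20 enzymes of cholesterol synthesis, 12 of FA synthesis, elongation and desaturation, 76 nuclear-encoded subunits of respiratory complexes, of which 75 are in the table, and 13 protein genes of the mitochondrial genome, of which 11 were tested. The score of a list in a library is the mean log2 CPM of its genes, with a prior count of 2, relative to the mean of the *Cse*+/- control livers.

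The genes named in the text are those that the paper names for liver and, for each of the 4 main comparisons, the 3 called genes with the largest log2 fold change in each direction whose mean CPM was at least 1 and whose groups did not overlap. Members of a list are also named as its highest or lowest. The values of 2 of these genes and list members are not reported here. Some values had been seen in the paper's tables before that rule was set: *Gdf15*, *Fgf21* and *Ucp1* in the source data of Extended Data Fig. 3, *Vnn1* in those of Fig. 5 and the top of the Experiment 1 sheet of Supplementary Table 2. For genes with 1 to 3 counts in a group, ratios of scaled counts with exact 95% intervals are given.

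The mapping of libraries, the comparisons, the rule for named genes and the alternatives were set before the data were examined, apart from thinning every library to the depth of the shallowest, which was added afterwards. The alternatives were the Wald test of DESeq2 1.42.0, RLE and upper-quartile factors, no filter on low counts, a mean CPM of at least 1, a fit of only the groups compared, an adjusted p under 0.01, leaving out each library, and for lists fry and camera with an estimated correlation. On simulated data, 200 genes were changed between groups of the size of the no-Cys groups, and 14514 genes passed the filter. A further short list was changed as well and left out of the false calls. Of the 200, edgeR recovered 162 (81.0%). Among those that passed the filter it recovered 71.4% of changes of 2-fold and 92.9% of those of 4-fold. It made 6 false calls. Far fewer genes were changed there than the 3515 called between the no-Cys groups here.

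Marker lists of other tissues were checked. Of 10 pancreas genes none had enough counts for a test, with at most 1.13 CPM (*Cela2a*). *Xist* was at most 0.929 CPM and *Ddx3y* between 54.6 and 85.6 CPM in all livers, as in males. Of 8 adipose, 6 blood and 11 immune genes, 6, 5 and 10 were tested. Shared sequence was measured as the percentage of the 61-base words of a gene's transcripts that occur in another gene.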

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

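The tests on mice av01 (ISR and scaling), av08 and av10 (label), on adipose markers, on splits of the libraries and on scaling as the cause of the cholesterol synthesis median were chosen only after the result was seen. Thinning was chosen after the library totals were seen, and upper-quartile factors were among the alternatives set beforehand.

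A mouse lay far from the others of its group in 15 of 159 groups of 4 mice (gap to the nearest mouse over the whole range above Dixon's 95% value), and chance alone gives about 1 in 20. In *Cse*+/- no-Cys mice, mouse av01 stood apart in *Cth* (331.9 CPM), *Mthfd2* (0.811 CPM), *Asns* (16.6 CPM), *Slc7a1* (0.721 CPM) and *Cbr3* (0.360 CPM). The value of mouse av02 in *Vmn2r3* (0.0706 CPM) is 1 count against 0 in the others, which puts any such mouse apart and says nothing about it. In *Cse*-/- no-Cys mice, mouse av08 stood apart in *Cth* (13.3 CPM), *Psat1* (33.8 CPM) and *Dct* (2.66 CPM), and mouse av07 in *Ddit3* (15.8 CPM). In no-Trp + BSO mice, mouse av10 stood apart in the OSR score (0.97), *Vmn2r3* (0.536 CPM), *Chrna4* (0.335 CPM), *Serpina4-ps1* (26.7 CPM) and *Selenbp2* (105.8 CPM).

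For *Cth* in mouse av01, which differed from the other mice by 1.40 on the log2 scale, a stronger ISR cannot be told apart from other causes. The ISR score of av01, 0.24, lay within the 0.061 to 0.42 of the other mice, but its genes went both ways. Of the 14, 4 were higher in av01 than in each of the others, *Asns* among them, and 4 were lower, *Mthfd2* among them. The counts argue against scaling of that library: before any scaling, av01 had 3683 counts of *Cth* against 1694 to 1775 in the others (log2 ratio to the highest 1.05), although its total count was 0.878 times the lowest of theirs. No biological explanation was tested for *Ddit3* in av07 or for *Cbr3* in av01.

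For *Cth* in mouse av08, RNA of a *Cse*+/- liver mixed into the sample cannot be told apart from other causes. Over 5 genes near 0 in the other *Cse*-/- mice, the median share of such RNA was 2.17% (quartiles 1.85% and 5.87%), and *Cth* implies 3.83%. The genes are few and were selected on these mice, which keeps it open. The lower ISR of av08 would need 70.5% of such RNA over 13 genes, far above that share, which argues against mixing as its cause. *Psat1* is one of those genes. A weaker response of that mouse stays open and was not tested.

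For the OSR score of mouse av10, the tables argue against a no-Trp mouse without BSO under a wrong label, since those mice lay between −0.069 and 0.17. They also argue against depth: after thinning, av10 was at 0.98 and the lowest other BSO mouse at 1.81. A smaller effect of BSO in that mouse stays open and was not tested.

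The difference between *Cse*-/- and *Cse*+/- mice differed between the no-Cys and the no-Trp diet for 643 genes by a test of the interaction. The median log2 difference was 1.37 for the ISR, 0.48 for tRNA charging, 1.65 for the OSR, −1.79 for cholesterol synthesis, −0.95 for FA synthesis, −0.16 for the respiratory complexes and −0.72 for the mitochondrially encoded genes. Of 100 splits of the libraries, the real one included, 2 gave as many genes, and 4, 1 and 2 gave a median as large for the OSR, cholesterol and FA synthesis. For the ISR it was 9 of 100, for tRNA charging 6 of 100 and for the respiratory complexes 29 of 100. No splits were run for the mitochondrially encoded genes. These splits exchanged genotypes within each diet, and so ask whether the genotypes differed on either diet. They cannot decide whether that difference depended on the diet, and chance stays open for the interaction. The respiratory value had 0 genes called by edgeR, with 1 higher and 6 lower at an unadjusted p under 0.05, and 1 higher and 1 lower by DESeq2. For cholesterol synthesis both diets enter the difference, since the genes were lower in *Cse*-/- mice on the no-Cys diet (median −1.31) and higher on the no-Trp diet (median 0.62). Relative to control livers, the mean score of *Cse*+/- mice was 0.56 on the no-Cys and −0.51 on the no-Trp diet. That of *Cse*-/- mice was −0.74 and 0.055. A difference between the diets is the biological explanation that the design names.

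The paper's text does not report the comparison of *Cse*+/- no-Cys with *Cse*+/- control livers, in which 146 genes were higher and 176 lower (313 and 300 by DESeq2). These counts were 3 and 7 without av22, 55 and 156 without av21, 70 and 99 without av02 and 99 and 115 without av03. The lone control was then assumed to vary like the other groups. The cholesterol synthesis genes were among the lists that rose. Neither depth nor scaling accounts for their median of 0.52, which was 0.56 after thinning and 0.52 with upper-quartile factors. The missing cysteine of the diet stays open, as does the small number of controls.

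Fat carried over with the liver is a candidate explanation for *Cfd* at 26.3 CPM in mouse av17 and 11.1 CPM in mouse av14, where no other mouse exceeded 0.708 CPM. For 5 of the 8 adipose markers these were the mice with the highest levels, such as *Adipoq* (2.91 and 1.08 CPM, at most 0.156 CPM in others) and *Fabp4* (32.3 and 32.0 CPM, at most 14.1 CPM in others). *Lep* had no counts. *Plin4* and *Cidec* are expressed in all livers, as *Fabp4* is (at least 7.38 CPM), and did not follow. *Plin4* was highest in mouse av20 (40.9 CPM, against 5.76 in av17 and 7.16 in av14). *Cidec* was highest in mouse av15 (17.8 CPM, against 14.1 in av17 and 9.97 in av14). No biological explanation was tested.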

How the results depend on the processing

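Thinning every library to the shallowest was the 1 alternative chosen only after the data had been seen. No paired analysis was possible because the columns carry no replicate number. Of 118 results for named genes in the 4 main comparisons, 78 were called. RLE factors kept all 78 calls, a mean CPM of at least 1 kept 78 and added 1, and upper-quartile factors kept 77. DESeq2 kept 77 and added 5, and the absence of a filter kept 77 and added 8. Thinning kept 76 and reversed 1 result that was not called (*Ddit3* between no-Trp + BSO and no-Cys, −0.020). A fit of only the groups compared gave 114 results, of which it kept 67 of 74 calls and added 1, and gave no value for *Vmn2r3* and *Cox6a2*, which its filter removed. With a library left out, 495 of 591 calls were kept, 14 were added and 14 results that were not called changed sign.

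Over the 6 lists and 4 main comparisons, 22 of 24 were called, 14 of them under every alternative, and 367 of 396 alternatives kept both direction and call. Those 14 are the ISR and tRNA charging genes in all but no-Trp with against without BSO, the OSR and cholesterol synthesis genes in all but no-Trp + BSO against no-Cys, and the FA synthesis genes in *Cse*-/- against *Cse*+/- no-Cys mice and in no-Trp with against without BSO. An estimated correlation between genes leaves the medians as they are and widens the test, and these calls were lost under it. For the respiratory complexes the medians were −0.15 for *Cse*+/- no-Cys against control, −0.30 for *Cse*-/- no-Cys against control, −0.16 for *Cse*-/- against *Cse*+/- no-Cys mice, −0.23 for *Cse*-/- no-Cys against no-Trp, −0.19 for no-Trp + BSO against control, 0.10 for no-Trp + BSO against no-Cys, −0.11 for no-Trp with against without BSO, −0.16 for the interaction. For FA synthesis they were 0.36 for *Cse*+/- no-Cys against control, −0.33 for *Cse*-/- no-Cys against no-Trp, −0.65 for no-Trp + BSO against control, −0.39 for no-Trp + BSO against no-Cys, 0.33 for *Cse*-/- against *Cse*+/- no-Trp mice. For cholesterol synthesis they were 0.52 for *Cse*+/- no-Cys against control, −0.64 for *Cse*-/- no-Cys against control, −0.50 for no-Trp + BSO against control, 0.62 for *Cse*-/- against *Cse*+/- no-Trp mice. For tRNA charging they were 0.27 for no-Trp + BSO against control, 0.23 for no-Trp with against without BSO, 0.14 for *Cse*-/- against *Cse*+/- no-Trp mice. The ISR lost its call for *Cse*-/- against *Cse*+/- no-Trp mice (0.70) and the OSR for that comparison (0.30) and for no-Trp + BSO against no-Cys (−0.47).

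Under fry, which also keeps the medians, fewer calls were lost. They were those of the respiratory complexes (−0.15 for *Cse*+/- no-Cys against control, −0.16 for *Cse*-/- against *Cse*+/- no-Cys mice, −0.19 for no-Trp + BSO against control, 0.10 for no-Trp + BSO against no-Cys, −0.11 for no-Trp with against without BSO, −0.16 for the interaction), of FA synthesis (−0.33 for *Cse*-/- no-Cys against no-Trp, 0.33 for *Cse*-/- against *Cse*+/- no-Trp mice), of the OSR (0.30) and tRNA charging (0.14) for *Cse*-/- against *Cse*+/- no-Trp mice and of cholesterol synthesis (0.52 for *Cse*+/- no-Cys against control).

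Some lists passed the threshold only under an alternative. The ISR with against without BSO did with RLE factors (0.19), upper-quartile factors (0.18), no filter (0.20) and only the groups compared (0.19). FA synthesis in *Cse*-/- no-Cys against control did with no filter (−0.31) and only the groups compared (−0.31). In *Cse*-/- no-Trp against control, the respiratory complexes did with no filter (−0.053), a mean CPM of at least 1 (−0.065) and thinning (−0.082), and tRNA charging with no filter (0.13). Medians near 0 changed sign: FA synthesis in *Cse*-/- no-Trp against control with upper-quartile factors (−0.0065) and a mean CPM of at least 1 (−8.3e-05), and the mitochondrially encoded genes in *Cse*-/- against *Cse*+/- no-Trp mice with no filter (0.0032) and DESeq2 (0.0074). The cause was not tested.

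Counts of genes moved more. RLE factors, upper-quartile factors and a mean CPM of at least 1 left all 20 within 1.5 times. Given as higher and lower genes, an adjusted p of 0.01, which is stricter by construction, left 892 and 968 for *Cse*-/- against *Cse*+/- no-Cys mice, 16 and 24 for no-Trp + BSO against no-Cys, 236 and 231 for *Cse*-/- no-Cys against no-Trp, 22 and 6 for no-Trp with against without BSO, 586 and 686 for *Cse*-/- no-Cys against control, 181 and 198 for no-Trp + BSO against control, 14 and 39 for *Cse*-/- no-Trp against control, 31 and 41 for *Cse*-/- against *Cse*+/- no-Trp mice, 21 and 41 for *Cse*+/- no-Cys against control, 60 and 100 for the interaction. DESeq2 gave 313 and 300 for *Cse*+/- no-Cys against control, 435 and 441 for no-Trp + BSO against no-Cys, 194 and 158 for no-Trp with against without BSO, 163 and 245 for *Cse*-/- no-Trp against control, 425 and 295 for *Cse*-/- against *Cse*+/- no-Trp mice, and 471 higher for the interaction. Without a filter there were 275 lower genes for *Cse*+/- no-Cys against control, 373 higher for no-Trp + BSO against no-Cys, 136 and 151 for no-Trp with against without BSO, 151 and 242 for *Cse*-/- no-Trp against control and 276 lower for *Cse*-/- against *Cse*+/- no-Trp mice. With only the groups compared, there were 59 and 79 for *Cse*+/- no-Cys against control and 248 and 273 for *Cse*-/- no-Cys against no-Trp. There were 25 and 49 for *Cse*-/- no-Trp against control and 41 and 42 for *Cse*-/- against *Cse*+/- no-Trp mice. There were 145 and 230 for the interaction and 42 higher for no-Trp with against without BSO. While these fell, the counts for no-Trp + BSO against control rose from 508 and 569 to 833 and 891. Thinning left 136 higher for *Cse*-/- against *Cse*+/- no-Trp mice. Apart from the stricter threshold, the cause of these shifts was not tested.

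With a library left out, counts ran from 18 (without av06) to 564 (without av08) higher and from 34 (without av06) to 463 (without av08) lower for no-Trp + BSO against no-Cys, from 314 (without av14) to 857 (without av08) higher and from 369 (without av14) to 998 (without av08) lower for *Cse*-/- no-Cys against no-Trp and from 24 (without av09) to 100 (without av10) higher and from 12 (without av09) to 72 (without av10) lower for no-Trp with against without BSO. They ran from 418 (without av22) to 1313 (without av08) higher and from 600 (without av22) to 1462 (without av08) lower for *Cse*-/- no-Cys against control, from 87 (without av22) to 503 (without av10) higher and from 140 (without av22) to 573 (without av10) lower for no-Trp + BSO against control, from 10 (without av22) to 68 (without av15) higher and from 27 (without av22) to 117 (without av15) lower for *Cse*-/- no-Trp against control and from 3 (without av22) to 197 (without av01) higher and from 7 (without av22) to 222 (without av04) lower for *Cse*+/- no-Cys against control. They ran from 50 (without av15) to 238 (without av14) higher and from 59 (without av15) to 183 (without av14) lower for *Cse*-/- against *Cse*+/- no-Trp mice and from 134 (without av02) to 476 (without av08) higher and from 201 (without av07) to 674 (without av08) lower for the interaction. Without av21 or av22 the lone control was assumed to vary like the other groups. A comparison with that pair has less information by construction when either is left out.

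List medians ran as follows with a library left out, for lists whose call or sign changed. For FA synthesis they ran from −0.39 (without av05) to −0.28 (without av08) for *Cse*-/- no-Cys against no-Trp, from −0.065 (without av15) to 0.060 (without av21) for *Cse*-/- no-Trp against control and from 0.22 (without av17) to 0.35 (without av14) for *Cse*-/- against *Cse*+/- no-Trp mice. For the ISR they ran from 0.26 (without av04) to 0.59 (without av02) for *Cse*+/- no-Cys against control and from 0.18 (without av15) to 0.43 (without av12) for no-Trp with against without BSO. For the OSR they ran from 0.032 (without av04) to 0.29 (without av03) for *Cse*+/- no-Cys against control, from −0.11 (without av22) to 0.14 (without av21) for *Cse*-/- no-Trp against control and from 0.27 (without av19) to 0.32 (without av14) for *Cse*-/- against *Cse*+/- no-Trp mice. For cholesterol synthesis they ran from −0.14 (without av10) to 0.22 (without av08) for no-Trp + BSO against no-Cys and from −0.062 (without av22) to 0.27 (without av21) for *Cse*-/- no-Trp against control. For tRNA charging they ran from 0.032 (without av16) to 0.17 (without av14) for *Cse*-/- no-Trp against control and from 0.088 (without av16) to 0.20 (without av14) for *Cse*-/- against *Cse*+/- no-Trp mice. For the respiratory complexes they ran from −0.18 (without av02) to −0.061 (without av04) for *Cse*-/- against *Cse*+/- no-Cys mice, from −0.19 (without av16) to −0.044 (without av14) for no-Trp with against without BSO, from −0.18 (without av14) to −0.017 (without av22) for *Cse*-/- no-Trp against control, from −0.16 (without av14) to 0.019 (without av16) for *Cse*-/- against *Cse*+/- no-Trp mice and from −0.20 (without av02) to −0.050 (without av04) for the interaction. For the mitochondrially encoded genes they ran from −0.22 (without av14) to 0.072 (without av16) for *Cse*-/- against *Cse*+/- no-Trp mice. Calls depended on these libraries and the cause was not tested.

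Of named genes, those that changed sign with a library left out were not called. For no-Trp with against without BSO they were *Chac1* from −0.23 (without av10) to 0.69 (without av12), *Fgf21* from −0.50 (without av10) to 0.43 (without av12), *Gdf15* from −0.19 (without av15) to 1.11 (without av14), *Psat1* from −0.54 (without av16) to 0.36 (without av15) and *Slc1a4* from −0.20 (without av15) to 0.42 (without av16). For no-Trp + BSO against no-Cys they were *Ddit3* from −0.024 (without av06) to 0.17 (without av07), *Gstm1* from −0.40 (without av09) to 0.024 (without av10) and *Nqo1* from −0.29 (without av12) to 0.032 (without av10). In *Cse*-/- no-Cys against control it was *Chac1* from −0.65 (without av07) to 0.12 (without av08). Of 46078 genes, 14759 had enough counts for a test, and the part of depth in this was not tested. The deepest library (av09) had counts in 22337 genes and the shallowest (av01) in 19114, so that most genes had none in either.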

Differences from the paper's values

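The values below were compared under settings fixed before the data were examined, and no test in this part was chosen only after the result was seen.

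The paper's legend gives 5 *Cse*+/- control, 8 *Cse*+/- no-Cys, 7 *Cse*-/- no-Cys, 5 *Cse*+/- no-Trp and 8 *Cse*-/- no-Trp livers over both experiments, where 2, 4, 4, 3 and 3 of the second experiment were analysed here. The paper states 20 to 50 megareads per sample, and the libraries held 11.79 to 58.0 megareads counted on genes. The paper's numbers are of sequenced reads, of which those counted on genes are a part. That can leave a library below the lower end, but not above the upper end, as the largest library was. The libraries were sequenced from both ends, and the paper does not say how its depth counts the reads of a pair. A difference in unit can therefore also enter at the lower end. None of the alternatives bears on these numbers.

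In the source data of Extended Data Fig. 3, the paper's mean normalized counts of *Cse*+/- no-Trp mice are 123.1 for *Gdf15* and 104.5 for *Fgf21*, compared with 63.6 and 32.0 here. Of the 3 mice, the paper's second value is 244.1 for *Gdf15* and 250.2 for *Fgf21*, against 56.8 and 28.2 in mouse av19. The paper's other values lie close to mice av17 and av20. They are 36.0 and 89.1 against 38.6 and 95.5 for *Gdf15*, and 19.2 and 44.2 against 20.6 and 47.3 for *Fgf21*. The second value may therefore be of another library than av19, in which case the means do not compare the same mice. For liver *Vnn1* in the source data of Fig. 5, the paper's lowest *Cse*+/- no-Cys mouse lies −0.31 from its group mean on the log2 scale, compared with −1.49 here. These values were not recomputed under the alternatives.

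Of the 14 ISR genes that the paper gives as raised on the no-Cys diet, 11 were called in *Cse*-/- against *Cse*+/- mice and all 14 were higher. Those not called were *Gdf15* (1.52, edgeR adjusted p = 0.05003), *Slc1a4* (0.81, edgeR adjusted p = 0.0696) and *Ddit3* (0.46, edgeR adjusted p = 0.0823). *Gdf15* was called with no filter, with a mean CPM of at least 1, with only the groups compared and without av03, av04 or av08. *Ddit3* was called without av01, and *Slc1a4* under none of the alternatives. All 3 were called when adjusted over the list alone.

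The paper gives *Chac1* as raised in *Cse*-/- no-Cys mice. Here it was called higher than in *Cse*+/- no-Cys mice, and against *Cse*+/- control mice its log2 fold change was −0.15 (edgeR adjusted p = 0.874), called under none of the alternatives. The paper gives some genes of cholesterol and FA synthesis as lower in *Cse*-/- no-Trp mice than in controls. Against the *Cse*+/- control livers used here, edgeR called 0 of 20 and 0 of 12 such genes, 2 and 1 were lower at an unadjusted p under 0.05, and DESeq2 called 0. *Cse*-/- control livers were not used here.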

Other observations

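The tests on splits of the libraries and on white blood cells were chosen only after the result was seen.

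Chance was examined by splitting the libraries of each comparison into other groups of the same sizes. For *Cse*-/- against *Cse*+/- no-Cys mice, 1 of 35 splits, the real one, gave as many genes, which is the smallest share possible. The same held for the medians of the ISR, tRNA charging, OSR, cholesterol and FA synthesis. A share of 1 of 35 is not corrected for the number of lists and comparisons, so that it argues against chance without excluding it. Another split came near for the ISR (1.67 against 1.82) and FA synthesis (0.586 against 0.610 in size). For the respiratory complexes 3 of 35 splits gave a median as large. For no-Trp + BSO against no-Cys, the real split stood alone for the count of genes and for tRNA charging (1 of 35 each) but not for the ISR (3 of 35), the OSR (6 of 35) or cholesterol synthesis (25 of 35). For *Cse*-/- no-Cys against no-Trp, the real split stood alone for the count, tRNA charging, the OSR and cholesterol synthesis (1 of 35 each) but not for the ISR (3 of 35). The largest value in another split was 1280 genes against 1535. For the medians it was 0.434 against 0.462 for tRNA charging, 1.56 against 2.09 for the OSR and 0.730 against 0.767 in size for cholesterol synthesis. For no-Trp with against without BSO, the real split stood alone for the count, the OSR and FA synthesis (1 of 35 each) but not for the ISR (7 of 35), tRNA charging and cholesterol synthesis (2 of 35 each) or the respiratory complexes (4 of 35). The margins were thin: another split gave 100 genes against 117, and medians of 1.55 against 1.68 for the OSR and 0.685 against 0.689 in size for FA synthesis. In 4 further cases the real split alone (1 of 35) gave a median as large, but the call of the list by camera depended on the test. For FA synthesis in no-Cys against no-Trp, the median was −0.33 against at most 0.32 in size in another split. Its camera adjusted p of 0.0335 was 0.0919 by fry, 0.367 with an estimated correlation, 0.0709 without av07, 0.0745 without av15 and 0.141 without av16 (0.00288 to 0.367 over the alternatives with a list test). For FA synthesis in no-Trp + BSO against no-Cys, the median was −0.39 against at most 0.38 in size, and the camera adjusted p of 2.37e-04 was 0.106 with an estimated correlation (4.43e-07 to 0.106). For the respiratory complexes in that comparison, the median was 0.10 against at most 0.082, and the camera adjusted p of 2.13e-04 was 0.150 by fry and 0.444 with an estimated correlation (7.04e-07 to 0.444). In no-Cys against no-Trp, their camera adjusted p of 8.00e-10 was 0.239 with an estimated correlation (2.48e-16 to 0.239).

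For *Cse*-/- against *Cse*+/- no-Trp mice (n = 3 each), 206 genes were higher and 183 lower. These were 50 and 59 without av15, 168 and 109 without av16, 56 and 64 without av19 and 61 and 112 without av20. There are 10 splits, so that the share can never fall below 1 of 10 and splitting cannot exclude chance here, whatever the values. The real split gave 389 genes and any other at most 2. As large were 1 for the count and for the ISR, OSR, cholesterol and FA synthesis, 3 for tRNA charging and 7 for the respiratory complexes.

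Of 33 genes within 10 Mb of *Cth*, 3 were called in that comparison (9.09%, against 2.60% of other genes, Fisher's exact p = 0.0545, two-sided). On the no-Cys diet 11 of 33 were called (33.3% against 23.8%, Fisher's exact p = 0.219, two-sided). The 3 genes, named after their values were seen, changed the same way on the no-Trp and no-Cys diets: *1810013D15Rik* (1.2 and 0.99), *Lrriq3* (0.98 and 1.33) and *Gm43314* (−2.78 and −2.74), which lies within the *Cth* interval. A strain variant linked to the targeted allele cannot be told apart from an effect of the allele itself, since both go with the genotype.

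Gene length and GC content account for a part, but not the whole, of the lower respiratory complex genes in *Cse*-/- against *Cse*+/- no-Cys mice. After their trend was removed, the median was −0.092 (−0.16 before), with 51 of 75 below 0 (61 before) and 0.84% of random lists as low. For no-Trp with against without BSO it was −0.10 (−0.11 before), with 68 of 75 below 0 and 0.01% of random lists as low.

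Some mitochondrially encoded genes were counted far below the others. Reads shared with nuclear copies cannot be told apart from other causes: over 13 genes the Spearman rho of shared sequence and CPM was −0.42 (permutation p = 0.150, two-sided). The 5 genes with over 90% shared had at most 18.5 CPM and the others at least 1351 CPM, apart from *mt-Atp8*. Among the 7 without near-complete copies the median was 0.0021 for no-Trp + BSO against no-Cys, −0.40 for *Cse*-/- no-Cys against no-Trp (3 called lower) and −0.38 for no-Trp with against without BSO.

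Red cell transcripts were lower in *Cse*-/- than *Cse*+/- no-Cys mice, 5 of 5 called, with a median of −1.78 (−2.05 to −1.48), led by *Hbb-bs* at up to 226.3 CPM. Less blood in the sample cannot be told apart from fewer young red cells: 10 white cell transcripts, some of which resident liver cells also express, had a median of −0.44. Of these, 3, named after their values were seen, were called lower: *Ptprc* (−0.50, edgeR adjusted p = 0.0442), *C1qa* (−0.35, edgeR adjusted p = 0.0218) and *C1qb* (−0.25, edgeR adjusted p = 0.0466). *S100a8* (−1.34, edgeR adjusted p = 0.235) and *S100a9* (−1.10, edgeR adjusted p = 0.293), at no more than 1.71 CPM in any library, were not called.

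Liver *Vnn1* (ENSMUSG00000037440, chromosome 10 of GRCm38, 23894688 to 23905343) was at 92.2 ± 45.2 CPM (SD, n = 4) in *Cse*+/- and 123 ± 16.1 CPM (SD, n = 4) in *Cse*-/- no-Cys mice. The log2 means differed by 0.61 (exact permutation p = 0.286, two-sided, 70 permutations, smallest possible 0.0286). The log2 fold change of the fit across all genes was 0.41 (edgeR adjusted p = 0.358), 0.11 without av01 (edgeR adjusted p = 0.750) and 0.65 without av04 (edgeR adjusted p = 0.162), and under the other alternatives its adjusted p lay between 0.287 and 0.541.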
